# Genome-wide analysis of long non-coding RNAs in sugar beet (*Beta vulgaris* L.) under drought stress

**DOI:** 10.3389/fpls.2023.1118011

**Published:** 2023-02-14

**Authors:** Chunlei Zou, Zhiqiang Guo, Shanshan Zhao, Jishuai Chen, Chunlai Zhang, Haoran Han

**Keywords:** drought, *Beta vulgaris* L., long non-coding RNA, target gene, flavonoid biosynthesis, target mimic

## Abstract

Drought stress is one of the most severe abiotic stresses that restrict global crop production. Long non-coding RNAs (lncRNAs) have been proved to play a key role in response to drought stress. However, genome-wide identification and characterization of drought-responsive lncRNAs in sugar beet is still lacking. Thus, the present study focused on analyzing lncRNAs in sugar beet under drought stress. We identified 32017 reliable lncRNAs in sugar beet by strand-specific high-throughput sequencing. A total of 386 differentially expressed lncRNAs (DElncRNAs) were found under drought stress. The most significantly upregulated and downregulated lncRNAs were TCONS_00055787 (upregulated by more than 6000 fold) and TCONS_00038334 (downregulated by more than 18000 fold), respectively. Quantitative real-time PCR results exhibited a high concordance with RNA sequencing data, which conformed that the expression patterns of lncRNAs based on RNA sequencing were highly reliable. In addition, we predicted 2353 and 9041 transcripts that were estimated to be the cis- and trans-target genes of the drought-responsive lncRNAs. As revealed by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, the target genes of DElncRNAs were significantly enriched in organelle subcompartment, thylakoid, endopeptidase activity, catalytic activity, developmental process, lipid metabolic process, RNA polymerase activity, transferase activity, flavonoid biosynthesis and several other terms associated with abiotic stress tolerance. Moreover, 42 DElncRNAs were predicted as potential miRNA target mimics. LncRNAs have important effects on plant adaptation to drought conditions through the interaction with protein-encoding genes. The present study leads to greater insights into lncRNA biology and offers candidate regulators for improving the drought tolerance of sugar beet cultivars at the genetic level.

## Introduction

Drought is a most common abiotic stress restricting crop yield and quality in the world. Due to global climate change caused by the greenhouse effect, both the frequency and magnitude of drought are increasing (Naz et al., 2022). Drought stress can induce adverse reactions in plants, such as osmotic imbalance, membrane system damage, and reductions in respiration and the photosynthetic rate, which not only hinder the growth and metabolism of plants at all stages but also reduce the quality and yield of crop (Liu et al., 2020). Drought response in plants is complicated and may occur at the cellular, molecular and physiological levels (Giordano et al., 2016). Similar to other abiotic stress responses, drought response is related to multi-gene interactions within diverse pathways. During drought stress, several regulatory and functional genes undergo differential expression (referred to as differentially expressed genes (DEGs)) in plants, thereby forming complex signaling networks and affecting various biochemical and physiological responses (Wang et al., 2021). For instance, water deficiency can limit plant photosynthetic functions because of decreased leaf expansion, photosynthetic impairment, and decreased Calvin cycle enzyme activities, including phosphoenolpyruvate and Rubisco carboxylase (Bota et al., 2004). Under normal environmental conditions, the production and elimination of reactive oxygen species (ROS) in plant cells are in a dynamic balance. When plants are stimulated by drought stress, this balance is destroyed, resulting in a significant increase of ROS. ROS can target several organelles, like chloroplasts, peroxisomes, and mitochondria. This may result in cell membrane instability, senescence, or plant death (Ma et al., 2013). Hormonal modulation also represents a critical factor that induces water deficiency resistance in plants (Merlaen et al., 2020). Therefore, plants can achieve drought adaption by modulate several pathways, among which noncoding RNAs play essential roles (Chen et al., 2021b).

Noncoding RNAs (ncRNAs) are a class of RNA molecules that do not encode proteins and have catalytic activity, and are widely present in various organisms. Based on structure, ncRNAs can be divided into linear ncRNAs (linear-ncRNAs) and circular ncRNAs (circRNAs). Linear ncRNAs include microRNAs (miRNAs) and long noncoding RNAs (lncRNAs) (Mattick, 2009). LncRNA is a type of ncRNA that is over 200 bp long and plays widespread roles in virtually every plant biological processes (Wang et al., 2018). RNA-sequencing (RNA-seq) is an important approach in transcriptome research, which has helped to identify lncRNAs in several crops and model plants, like *Arabidopsis* (Severing et al., 2018), wheat (Lu et al., 2020), rice (Huang et al., 2021) and *Medicago truncatula* (Pecrix et al., 2018). Particularly, numerous stress-responsive lncRNAs have been identified in rice. They have been suggested to regulate anti-pathogen immunity (Ming et al., 2017) and responses to abiotic stresses like drought (Li et al., 2019a), salinity (Khemka and Singh, 2017), nutrient deficiency (Shin et al., 2018), and heavy metal resistance (Tang et al., 2019).

Numerous lncRNAs acting as endogenous miRNA target mimics (eTMs) have been detected in plants. Typically, lnc_253 and lnc_973 are the possible eTMs for miR156e in cotton under salt stress (Deng et al., 2018). Besides, lncRNA23468 plays the role of ceRNA in tomatoes for regulating NBSLRR genes through the decoy of miR482b with *Phytophthora infestans* (Jiang et al., 2019). LncRNA_1231 is responsible for sequestering miR156b in the flowering period of pigeon pea in a target-mimicry manner, thereby inducing flower-specific SPL-12 transcription factor (TF) up-regulation and modulating flower growth (Das et al., 2020). LncRNA39026 is an eTM for miR168a, which decoys miRNAs for increasing SlAGO1 expression, thereby promoting *Phytophthora infestans* tolerance (Cui et al., 2020). In Cassava, linRNA159 and linRNA340 are the target mimics for miR164 and miR169, respectively, under cold stress (Li et al., 2017). LncRNAs can competitively bind to miR398 while regulating CSD1 expression in winter wheat, thus, improving cold tolerance (Lu et al., 2020). Nonetheless, a few lncRNAs have been characterized experimentally and functionally so far.

Sugar beet (*Beta vulgaris* L.) is an important industrial crop that greatly contributes to the global sugar supply. Sugar beet can acclimate to various abiotic stresses, like salinity, drought, heat, or cold (Zou et al., 2021; Taleghani et al., 2022). In sugar beet, drought acclimation makes it possible to develop drought resistance *via* biochemical/physiological changes (Li et al., 2019b; Alkahtani et al., 2021). Drought response in sugar beet is potentially associated with the expression of protein-coding genes including *BvHb2* (Gisbert et al., 2020). Nonetheless, the roles of lncRNAs in drought-challenged sugar beet remains largely unclear. Therefore, this study aims to explore the role of lncRNAs in sugar beet drought resistance and identify drought-responsive lncRNAs. Therefore, we analyzed lncRNAs from sugar beet leaves under drought condition using high-throughput sequencing technology and bioinformatic approaches. Then the lncRNAs-miRNAs-mRNAs regulatory network related to drought stress response of sugar beet were screened, and quantitative real-time PCR was performed to investigate the expression patterns of drought-related lncRNAs in sugar beet. The results of this study will provide a basis for the next step analysis of the regulatory functions of lncRNAs related to drought resistance in sugar beet.

## Material and methods

### Plant materials and treatments

Sugar beet seeds (KWS9147) were germinated within pots in a greenhouse at 25°C, 80% relative humidity, and 16 h/8 h (day/night) photoperiod. Pot soil was gained from farmland in Taigu, Shanxi. The soil characteristics were as follows: 69.8 mg/kg alkali-hydro nitrogen, 44.7 mg/kg available phosphorus, 244.8 mg/kg available potassium and 15.6 g/kg organic matter.

After emergence, all seedlings were watered to 70% of soil water holding capacity (SWHC) with daily watering, before being subjected to drought stress. At the stage of fully expanding four leaves, the sugar beet seedlings were divided into two groups: (1) well-watered (CK) and (2) drought stress (DR). For the seedlings in the CK group, soil moisture was maintained at 70% of SWHC. Whereas, seedlings in DR group were unwatered for 8 days down to 30% of SWHC, and markedly curled leaves were observed. Then the respective samples were harvested, leaf cuttings were obtained and immediately preserved in liquid nitrogen under -80°C. Ten plants were set in every replicate, and altogether three separate replicates were established.

### Determination of soluble sugar content, peroxidase activity, and salicylic acid content

Leaf soluble sugar content and peroxidase (POD) activity of sugar beet were determined according to the reports of DuBois et al. (2002) and Patra and Mishra (1979), respectively. Salicylic acid (SA) content was measured by the method of Yalpani et al. (1993). Leaves of sugar beet were ground into a fine powder within liquid nitrogen, and approximately 0.50 g samples were collected for subsequent experiments. Methanol was utilized twice for SA extraction. The samples were centrifuged to collect the supernatant, which was divided into two equivalent portions. Thereafter, solvent evaporation till dryness was conducted with the nitrogen stream. One portion was added with 5% trichloroacetic acid (TCA) for SA extraction thrice in the ethyl acetate: cyclopentane: isopropanol (100:99:1, v/v/v). For determining SA, the other portion was added with β-glucosidase (40 U, SIGMA) contained within acetate buffer (0.1 M, pH 5.2), followed by 90-min incubation under 37°C. Later, 5% TCA was added, and SA extract was obtained according to the previous description. Following solvent evaporation, a mobile phase consisting of 0.5 mM EDTA and 0.2 M acetate buffer (pH 5.0) was introduced for dissolving the dry residue, followed by analysis through HPLC and fluorometry using the WATERS Company chromatograph (Milford, Ma, USA) with the 2475 Multi-λ Fluorescence Detector and 2699 Separation Module Alliance. Spherisorb ODS2 WATERS Company column (4.6 × 10 mm, 3 µm) was employed for chromatographic separation. The emission and excitation wavelengths were set at 405 and 295 nm, respectively.

### RNA extraction

Total RNAs were collected from each sample using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), followed by treatment with DNase I (Takara Bio, Dalian, China) to remove contaminating genomic DNA (gDNA). The DNase I-treated total RNA was then incubated with RNase R (3 U/µg, Epicentre, Madison, WI, USA) at 37°C for a 1-h period. Finally, Bioanalyzer 2100 system (Agilent Technologies, CA, USA) and RNA Nano 6000 Assay Kit were employed for assessing RNA quantity and purity. After passing the quality detection, RNAs were used to construct libraries.

### Library construction and RNA sequencing

Total RNA (1 µg/sample) served as input material for preparing the lncRNA library. NEBNext^®^Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, USA) was utilized for obtaining strand-specific libraries following specific protocols. Later, index codes were added for attributing the sequences to diverse samples. After removing ribosome RNA (rRNA), total RNA was fragmented with divalent cations in NEBNext First Strand Synthesis Reaction Buffer (5X) by increasing temperature. M-MuLV Reverse Transcriptase (RNase H-) and random hexamer primers were used to prepare first-strand cDNA, while RNase H and DNA Polymerase I were utilized for synthesizing second-strand cDNA. Here, dUTP was used rather than dTTP. The rest overhangs were later transfected in blunt ends by polymerase/exonuclease activities. Following the 3’-end adenylation of DNA fragments, they were hybridized through ligation by NEBNext Adaptor containing the hairpin loop structure. 250-300 bp cDNA fragments were selected, and the AMPure XP system (Beckman Coulter, Beverly, USA) was used for purifying the library fragments. After adaptor ligation and size screening, second-strand cDNA was digested with USER Enzyme (NEB, USA) for a 15-min period at 37°C and later for a 5-min period at 95°C before PCR. Index (X) Primer, Universal PCR primers, and Phusion High-Fidelity DNA polymerase were used for the PCR. When the libraries were constructed, they were first quantified *via* Qubit2.0 Fluorometer, followed by dilution till 1.5 ng/µl as well as by detection of library insert size with Agilent 2100 bioanalyzer. When an expected insert size was obtained, we conducted qRT-PCR for the accurate quantification of effective library content (>2 nM) to ensure library quality. For clustering from libraries of acceptable quality, the TruSeq PE Cluster Kit V3-cBot- HS (Illumina) was used. Finally, the Illumina Novaseq 6000 was used for sequencing (Novogene Co., Ltd, China).

### Identification of lncRNA

Raw reads (fastq format) processing was accomplished by adopting in-house Perl scripts. Thereafter, reads containing poly-N, adapter, or those of low quality, were eliminated for obtaining clean data (clean reads). Meanwhile, Q20, Q30, and GC content for all the raw data were determined, followed by the selection of a specific length range for downstream analyses.

The original sequencing data’s clean reads were checked for quality control and compared to the reference genome sequence using HISAT2 (Kim et al., 2015). The genome of *Beta vulgaris* L. RefBeet-1.2.2 (ensemble, release-54) was used as the reference genome (http://plants.ensembl.org/Beta_vulgaris/Info/Index ). StringTie software was used to assemble the results for comparison and to obtain mapped reads (Pertea et al., 2015). To look for unannotated transcription regions, the mapped reads were spliced together and compared to the original genome annotations. Sequences encoding short peptides with fewer than 50 amino acid residues or containing only a single exon were discarded in order to find new transcripts and genes for the species.

The identification of lncRNAs was divided into two stages: basic screening and potential coding-ability screening. The basic screening procedure included selecting (1) transcripts with class_code of “i”,”x”, “u”, “o”, and “e”; (2) transcripts with ≥ 200-bp length and exon numbers ≥ 2; and (3) transcripts with FPKM ≥ 0.1. We used four different software programs designed to screen for coding ability: the CPC, CNCI, and PFAM protein domain analysis tools. We created a Venn diagram to visually display the results of the three analyses, and the same data identified within the three datasets was used for subsequent lncRNA analysis.

### Analysis of differentially expressed lncRNAs (DElncRNAs) and mRNAs (DEmRNAs)

Fold change (FC) and P-values are the screening criteria used to declare differential expression in the process of detecting differential-expression genes. FC is the ratio of expression levels between two samples (groups), and FC and *P*-value are calculated using R-packet DESeq. When screening lncRNA, the standard values that indicate significance are |log2 (FC)|≥ 2 and *P* < 0.05. The screening criteria for mRNA were |log2 (FC)|≥ 2 and FDR < 0.05. (we also adjusted mRNA data based on a false discovery rate [FDR]). String Tie was used to calculate the FPKM (fragments per kilobase of transcript per million fragments mapped) value to assess lncRNA and mRNA expression levels (Trapnell et al., 2010). The differentially expressed lncRNAs and mRNAs were then analyzed using hierarchical cluster analysis.

### Prediction and functional annotations of the target genes of DElncRNAs

The positional relationship between lncRNA and target genes is used to predict lncRNA cis-target genes. Using a Perl script, we identified adjacent genes within 100 kb upstream and downstream of lncRNA as cis-target genes (Zhang et al., 2020). Trans-target genes interact with lncRNA *via* base complementary pairing, and they were predicted using lncTar, a target gene prediction tool (Li et al., 2015).

We used the R package topGO (Ashburner et al., 2000) to perform GO analysis of lncRNA target genes (http://www.geneontology.org/ ) for functional annotation of differential genes. The KOBAS software was used to determine the level of statistical enrichment of lncRNA target genes in the KEGG pathway (Mao et al., 2005).

### Quantitative real-time PCR (qRT-PCR)

By using M-MLV Reverse Transcription Kit (Takara, Dalian, China), we collected total RNA for preparing cDNA through reverse transcription. **Supplementary Table S1** explains the primers utilized (Sangon Biotechnology, Shanghai, China). miRcute SYBR Green MasterMix and SYBR GreenMaster Mix (Tiangen, Beijing, China) were adopted for qRT-PCR that was carried out using LineGene 9600 Plus qRT-PCR detection system (BIOER., Hangzhou, China). 2^−ΔΔCt^ approach was used in data calculation relative to the housekeeping gene of sugar beet *Actin*. The qRT-PCR assay was carried out thrice, and the data were represented as mean ± standard error (SE).

### miRNA target mimicry prediction

Because lncRNAs can act as miRNA target mimics. The lncRNA sequences were submitted to TargetFinder and psRobot software for matching against the sugar beet miRNA database in order to identify lncRNAs that are targeted by miRNAs based on free energy and score value (Fahlgren and Carrington, 2010; Wu et al., 2012).

### ceRNA network construction and analysis

CeRNAs were screened by the ceRNA-score principle (Das et al., 2014; Shu et al., 2019). The criteria were lncRNAs and mRNAs with the same numbers of miRNAs greater than three, *p* < 0.05, and FDR value < 0.1. FDR was calculated by correcting *p*-values using the p.adjust function in R. Then, all of the differentially-expressed lncRNA-miRNA and miRNA-mRNA relationship pairs were gained. Finally, the relationship pairs with negative correlation between miRNAs and their targets and positive correlation between miRNAs targets were selected, and these relationship pairs were combined to obtain ceRNA network. The Cytoscape 3.9.1 software was used to visualize the data.

## Results

### Differences in morphological parameters between two treatments

To examine the impacts of drought stress on the physiological characteristics of sugar beet, we measured soluble sugar content, POD activity, and SA content in leaves harvested in CK and DR-treated plants. As indicated in **Figures 1A–C**, drought stress significantly raised the above-mentioned physiological features. Based on such physiological differences, we contend that there were great differences at the genetic level, including lncRNAs and mRNAs in drought-challenged sugar beet.

**Figure 1:**
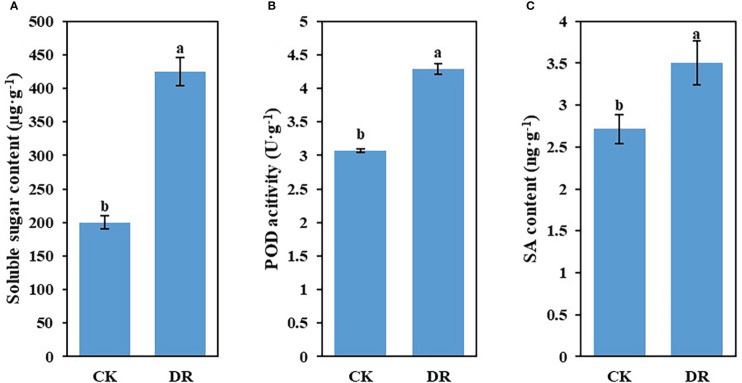
Effect of drought stress on the physiological characteristics of sugar beet. **(A)** Soluble sugar level. **(B)** POD activity. **(C)** SA level. Results are represented by means ± SE.

### Basic data statistics

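Leaf RNA of sugar beet was sequenced in 3 well-watered libraries (CK1 to CK3, soil held at 70% of its water holding capacity) and 3 drought libraries (DR1 to DR3, unwatered for 8 days down to 30%), with 10 plants behind each replicate. The deposited table lists 31942 lncRNAs, 29572 mRNA transcripts of 27223 genes and 44 annotated non-coding RNAs. The authors aligned the reads with HISAT2 to RefBeet-1.2.2 and computed 1 FPKM value per transcript and library with StringTie, a unit already divided by transcript length and library size. The table holds no counts, and the smallest values imply 28800000 to 32600000 fragments (median 30200000) in the CK libraries and 25600000 to 32900000 (median 28500000) in the DR libraries. The paper's Table 1 gives 66308676 to 74969665 mapped reads in CK and 58164384 to 79273072 in DR, and the FPKM values use the fragments. lncRNAs took 2.88% to 3.04% of the fragments in the table in CK, 2.80% in DR2, 2.79% in DR3 and 4.29% in DR1. Transcripts with at least 0.1 FPKM in at least 3 libraries were compared between DR and CK with limma on log2(FPKM + 0.1), for lncRNAs and mRNA transcripts apart, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Values of single protein-coding genes are sums over their mRNA transcripts, fitted in the same way over 17987 genes. All fold changes are on the log2(FPKM + 0.1) scale, which understates the change of low transcripts. An FPKM of exactly 0 can be a failed estimate, since 13 of the 5250 mRNA transcripts that reached 10 FPKM in 1 CK library stood at 0 in another. Such values are therefore called listed at 0, and no fold change is given against a group whose libraries are all listed at 0. For single lncRNAs and genes, the 10 alternatives counted are pseudocounts of 1 and 0.01 FPKM, rescaled libraries, the replicate number as a block and the 6 fits without 1 library, and other settings are named where given. A fit without 1 library has fewer replicates and less power. Not passing there does not by itself show reliance on that library or a changed effect. Without the filter, limma also passed a lncRNA above 0 in 1 library alone, so for lncRNAs passing there does not show that replicates agree. With 3 libraries per group, an exact permutation test of 1 gene cannot give a p below 0.1.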

Six cDNA libraries (CK1, CK2, CK3 and DR1, DR2, DR3) were constructed. Overall, 93775816, 107421550, 97896732, 106448750, 88929524, and 90913022 raw reads were obtained in CK1, CK2, CK3, DR1, DR2, and DR3 libraries, respectively (**Table 1**). After trimming adapters and filtering out low quality reads, 92758786 (CK1), 106281556 (CK2), 96751372 (CK3), 105457050 (DR1), 88200802 (DR2) and 89932544 (DR3) clean reads were remained and used for further analysis. The Q20 values of clean reads were greater than 96%, the Q30 values of all samples were greater than 89%, and the GC contents were greater than 40%. This suggested that the clean reads were of high quality. We mapped a total of 66308676, 74969665, 69822100, 79273072, 58164384, and 65396407 clean reads from CK1, CK2, CK3, DR1, DR2, and DR3 libraries, respectively, against the reference genome.

**Table 1:** RNA-seq data of six samples.

Samples	CK1	CK2	CK3	DR1	DR2	DR3
Raw reads	93775816	107421550	97896732	106448750	88929524	90913022
Clean reads	92758786	106281556	96751372	105457050	88200802	89932544
Raw bases (G)	14.07	16.11	14.68	15.97	13.34	13.64
Clean bases (G)	13.91	15.94	14.51	15.82	13.23	13.49
Error rate (%)	0.03	0.03	0.03	0.03	0.03	0.03
Q20 (%)	96.97	96.61	96.92	97.07	96.34	96.73
Q30 (%)	91.61	90.87	91.40	91.86	89.96	91.00
GC content (%)	40.88	40.82	41.00	40.21	41.14	40.99
Total mapped reads	66308676 (71.49%)	74969665 (70.54%)	69822100 (72.17%)	79273072 (75.17%)	58164384 (65.95%)	65396407 (72.72%)

### LncRNAs identification in sugar beet

LncRNAs were screened by complementary base pairing, while the non-coding transcripts were screened by CPC, PFAM, and CNCI. Altogether, 44722 lncRNAs were discovered from the six cDNA libraries, including 41722 from CPC, 39620 from PFAM, and 33484 from CNCI (**Figure 2A**). Each of the three methods identified the same 32017 lncRNAs and so these were considered as novel lncRNAs. Among these novel lncRNAs, 74.9% were located in intergene regions, so we classified them as lincRNA. They occupied a dominant proportion in the novel lncRNAs. 

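Of the 31942 lncRNAs in the deposited table, 23914 were intergenic lincRNAs (74.9%), 7017 were antisense to a gene (22.0%) and 1011 overlapped a gene on the sense strand (3.17%). The classes differed in length, with a median of 330 nt for lincRNAs, 445 nt for antisense lncRNAs and 1414 nt for sense-overlapping lncRNAs, against 1495 nt for annotated mRNAs. The median GC content was 36.5% for lncRNAs and 39.9% for annotated mRNAs. These shares describe the transcript catalogue and carry no replicate error.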

Sense-lncRNAs and antisense-lncRNAs, respectively occupied 3.2% and 22.0% of the new lncRNAs (**Figure 2B**). Most lncRNAs (88.5%) had short-length (< 1000 nucleotides, nt), 7.9% had medium-length (1000-2000 nt), while only 3.6% had long-length (> 2000 nt) (**Figure 2C**). 

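lncRNAs under 1000 nt numbered 28270, those of 1000 to 2000 nt 2519 (7.89%) and those over 2000 nt 1153 (3.61%). The median length was 351 nt, with quartiles at 265 and 593 nt, and 11565 lncRNAs (36.2%) were 200 to 300 nt long.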

As indicated in **Figure 2D**, 96.7% of lncRNAs contained less than two exons. 

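The deposited files give each transcript's length and genomic span but no exon number, so a transcript whose length equals its span was taken to have no intron. By this rule 28427 lncRNAs (89.0%) had no intron. The share was 93.7% of lincRNAs, 85.7% of antisense lncRNAs and 0.989% of sense-overlapping lncRNAs, against 29.2% of annotated mRNAs.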

Typically, lncRNAs were associated with the features of small exon number and short transcript length. The box plot displayed the overall distribution of lncRNAs expression levels, of which most had FPKM values between 1 to 10 (**Figure 2E**). 

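The median lncRNA had 0.0553 ± 0.00341 FPKM in CK (SD, n = 3) and 0.149 ± 0.0676 FPKM in DR (SD, n = 3), against 0.608 ± 0.0386 and 0.702 ± 0.0735 FPKM for the median mRNA transcript. A share of 5.94% ± 1.63 of the lncRNAs lay between 1 and 10 FPKM (SD, n = 6 libraries), 54.8% ± 6.46 lay above 0 and under 1 FPKM, 38.2% ± 6.74 were listed at 0 and 1.06% ± 0.0966 exceeded 10 FPKM. Of the mRNA transcripts, 29.6% ± 0.271 lay between 1 and 10 FPKM (SD, n = 6). Among the 15449 lncRNAs with at least 0.1 FPKM in at least 3 libraries, the share between 1 and 10 FPKM was 11.9% ± 3.19 (SD, n = 6). The median lncRNA of the whole table had 0.206, 0.167 and 0.0748 FPKM in DR1 to DR3. In DR1 the tested lncRNAs lay a median of 0.56 (log2) above the mean of DR2 and DR3, against 0.11 for mRNA transcripts.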

As shown in **Figure 2F**, 21853 lncRNAs were simultaneously found in both CK and DR groups, while 8224 and 1895 lncRNAs were uniquely found in CK and DR groups, respectively.

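Counting a lncRNA as found in a group when at least 1 of its 3 libraries had an FPKM above 0, 21821 lncRNAs were found in both groups, 1894 in CK alone and 8224 in DR alone. Of the 8224 lncRNAs of DR alone, 6689 were seen in 1 library, 1119 in 2 and 416 in 3. DR2 alone held 5225 of them, DR1 alone 1154 and DR3 alone 310, whereas 379 to 409 lncRNAs were seen in a single CK library. The lncRNAs of DR2 alone were 96.5% lincRNAs and 99.2% had no intron, against 73.5% to 81.0% and 86.1% to 93.1% of those seen in another library alone. Without DR2, 2999 lncRNAs were found in DR alone, and without DR1 3782 were found in CK alone. At a group mean of at least 0.1 FPKM, 12463 were found in both groups, 4515 in CK alone and 13323 in DR alone, and 10076 were above 0 in all 6 libraries.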

**Figure 2:**
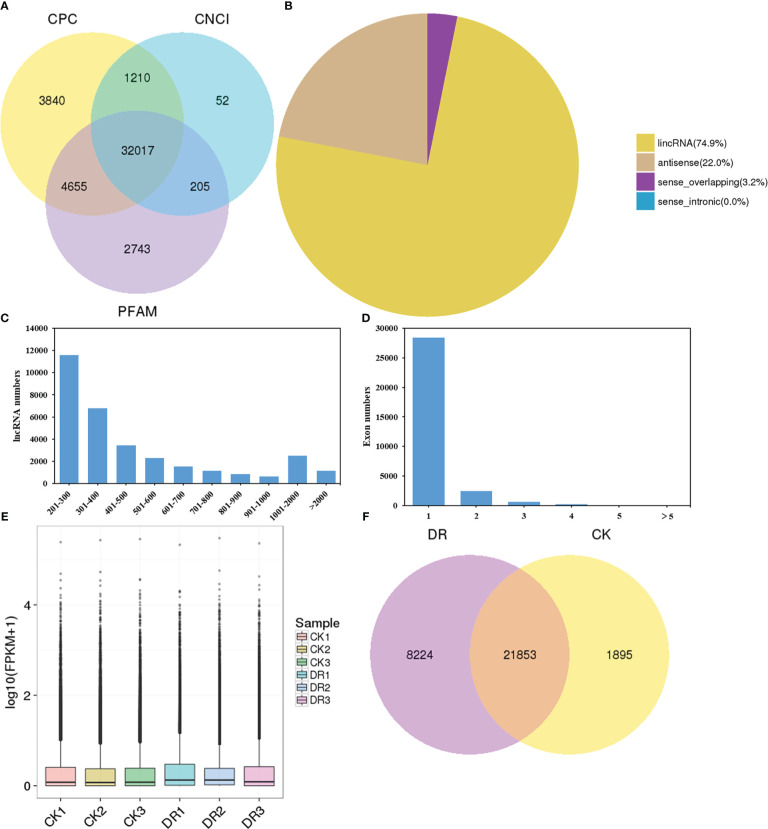
Prime features of lncRNA. **(A)** Venn diagram plot based on CPC, PFAM, and CNCI analyses. **(B)** Diagram showing lncRNA categories. **(C)** lncRNA length distribution. **(D)** Distribution of exon numbers in lncRNAs. **(E)** lncRNAs levels. **(F)** Venn diagram presenting shared and unique lncRNAs under CK and DR conditions.

### Analysis of drought-responsive lncRNAs and mRNAs

As revealed by sequencing analysis, lncRNAs conforming to *p* < 0.05 and log_2_ (foldchange, FC) ≥ 1 showed significant up-regulation. In contrast, those conforming to *p* < 0.05 and log_2_ (FC) ≤ –1 showed significant down-regulation. 

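Under drought, 68 lncRNAs rose and 111 fell among the 15449 tested with limma (Benjamini-Hochberg adjusted p under 0.05). TCONS_00000026, a sense-overlapping lncRNA on 0010.scaffold00043 (204464 to 221560), rose from 0.0465, 0.0205 and 0.0148 FPKM in CK1 to CK3 to 21.3, 7.48 and 4.65 FPKM in DR1 to DR3 (log2 fold change 6.18, standard error 0.57, limma adjusted p = 0.000573). The gene BVRB_000230 lies inside its span and also rose, to far higher FPKM. Reads of that gene could add to the values of TCONS_00000026, which was not tested. The antisense lncRNA TCONS_00000305 also rose, with a log2 fold change of 5.54 (standard error 0.56, limma adjusted p = 0.000751). TCONS_00046420 was listed at 0 in all CK libraries and reached 6.09, 1.92 and 1.80 FPKM in DR1 to DR3 (limma adjusted p = 0.000995). TCONS_00061954, a lincRNA on chromosome 6 (55317861 to 55323275), fell from 14.2, 11.0 and 8.85 FPKM in CK1 to CK3 to 0.0951, 0.0631 and 0 FPKM in DR1 to DR3 (log2 fold change -6.26, standard error 0.47, limma adjusted p = 0.000162). TCONS_00060080, with 4.50, 3.54 and 3.09 FPKM in CK1 to CK3, was listed at 0 in all DR libraries (limma adjusted p = 0.000573). TCONS_00110708 fell by 4.77 on the log2 scale (standard error 0.54, limma adjusted p = 0.000858). Leaving out CK1, CK2, DR2 or DR3 left 79 (27 up and 52 down), 88 (24 and 64), 82 (19 and 63) and 101 (21 and 80) lncRNAs past the threshold, against 161 (49 and 112) without DR1 and 170 (66 and 104) without CK3. The count was 94 (28 up and 66 down) with a pseudocount of 0.01 FPKM, 528 (302 and 226) without the filter on low values and 321 (152 and 169) with lncRNAs and mRNAs adjusted together.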

Based on the statistical analyses, there were altogether 386 drought-responsive DElncRNAs, including 170 with significant up-regulation and 216 with down-regulation (**Figure 3A**). The clustering analysis for DElncRNAs was displayed in **Figure 3C**. 

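Across the 15449 tested lncRNAs, Spearman's rank correlation of FPKM between 2 libraries was 0.469 to 0.624 within CK, 0.440 to 0.604 within DR and 0.347 to 0.466 between CK and DR. mRNA transcripts gave 0.937 to 0.973 within CK, 0.922 to 0.974 within DR and 0.840 to 0.915 between the groups. These correlations run across transcripts, which are not independent replicates. The first principal component of the lncRNAs held 34.6% of the variance and set DR1 at 115, apart from DR2 at 9.57 and DR3 at 21.1, with the CK libraries at -60.5, -68.4 and -16.8.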

The most significantly upregulated lncRNA was TCONS_00055787 (upregulated by more than 6000 fold), followed by TCONS_00103111 and TCONS_00085517. Conversely, the most significantly downregulated lncRNA was TCONS_00038334 (downregulated by more than 18000 fold), followed by TCONS_00004463 and TCONS_00080695 (**Supplementary Table S2**). Furthermore, 1723 DEmRNAs (**Figures 3B, D**) (640 upregulated and 1083 downregulated) were identified in the DR group compared to the CK group.

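TCONS_00055787, a sense-overlapping lncRNA of 385 nt on chromosome 6 (55013250 to 55020649), had 102.3 FPKM in DR2 and was listed at 0 in the other 5 libraries. TCONS_00103111, antisense on Bvchr7_un.sca014 (372830 to 403692), had 149.9 FPKM in DR1, 0.00238 in DR2 and 115.8 in DR3, with 0, 0.00187 and 0.00201 FPKM in CK1 to CK3. TCONS_00085517, a lincRNA on chromosome 9 (26223481 to 26223795), had 25.2 FPKM in DR2 and 27.8 FPKM in DR3 and was listed at 0 in DR1 and in all CK libraries. None of these 3 lncRNAs reached 0.1 FPKM in 3 libraries, so none was tested, and all 3 passed the threshold of limma when the filter was left out, TCONS_00055787 with its single library included.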

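TCONS_00038334, a lincRNA of 512 nt on chromosome 4 (14983001 to 15010637), had 208.8 FPKM in CK1, 2.29 in CK2 and 1.61 in CK3 and was listed at 0 in all DR libraries (limma adjusted p = 0.0332). It passed the threshold in 6 of 10 alternatives, among them the fits without CK1, CK2 and CK3 (limma adjusted p = 0.01001, 0.0317 and 0.02). The adjusted p from limma was 0.143 without DR1, 0.181 without DR2, 0.155 without DR3 and 0.272 with a pseudocount of 1 FPKM (range over the 10 alternatives 0.00835 to 0.272). Leaving out 1 DR library did not change the estimated fall, since all DR values are 0, so these fits show no reliance on a DR library. The estimated fall of TCONS_00038334 was smaller without CK1. Its adjusted p from limma was also 0.0158 with lncRNAs and mRNAs adjusted together, 0.0827 with a filter at 1 FPKM and 0.342 with a robust variance. Without the filter it was 4.68e-27, in a fit that also passed TCONS_00055787 with its single library (limma adjusted p = 0.000255). That value therefore does not show agreement among the replicates. TCONS_00004463, antisense on 0219.scaffold00588, had 51.6 FPKM in CK1, 0.0306 in CK2 and 0 in CK3, and TCONS_00080695, a lincRNA on chromosome 9 (21992927 to 21993738), had 12.1, 9.29 and 0 FPKM. Both were listed at 0 in all DR libraries and, with fewer than 3 libraries at 0.1 FPKM, were not tested, and both passed the threshold of limma when the filter was left out.

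**Figure D1:**
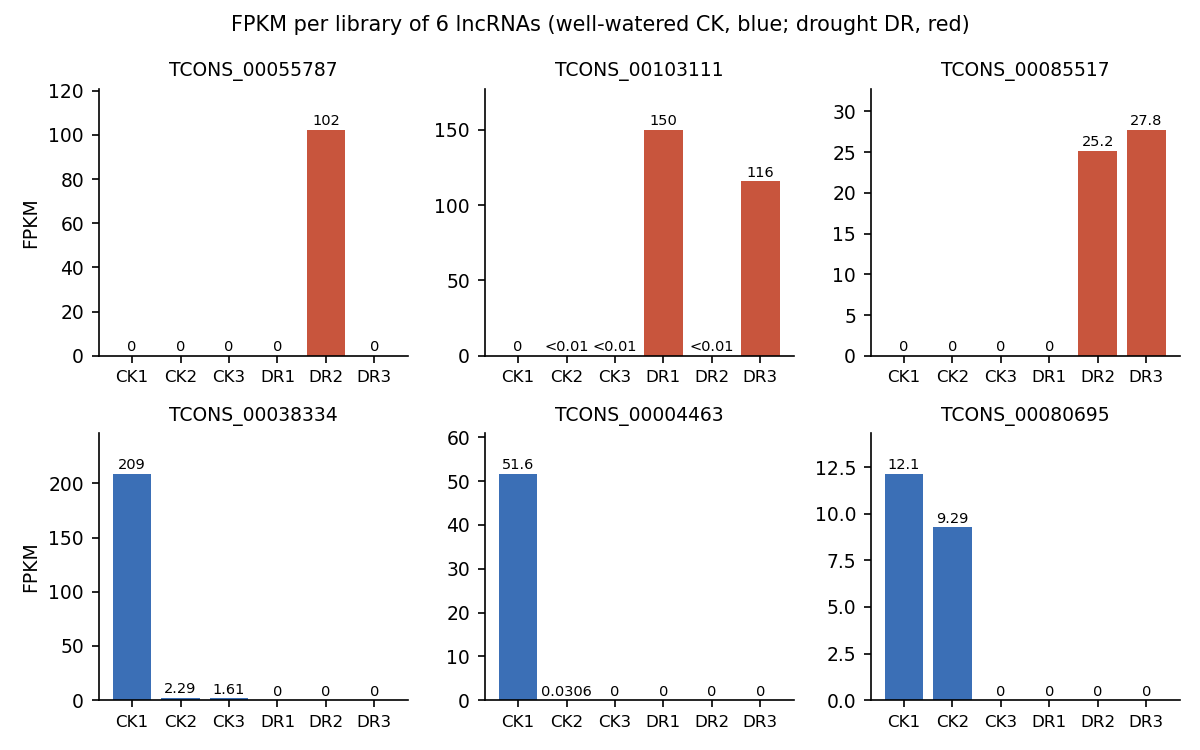
FPKM (linear axis, 1 bar per library, CK blue and DR red) of the 6 lncRNAs that the paper ranks first among rises and falls. TCONS_00055787 stands above 0 in DR2 alone, and TCONS_00038334 stands at 208.8 FPKM in CK1 and at 0 in the DR libraries.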

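Among 19372 tested mRNA transcripts, 995 rose and 824 fell under drought at an adjusted p under 0.05 from limma, and in the sums per gene 1037 genes rose and 845 fell. BVRB_000230, on 0010.scaffold00043 (218884 to 221301) inside the span of TCONS_00000026, rose from 0.328, 0.148 and 0.241 FPKM in CK1 to CK3 to 1391, 590.8 and 327.1 FPKM in DR1 to DR3 (log2 fold change 10.93, standard error 0.50, limma adjusted p = 0.000165). BVRB_6g127750 was listed at 0 in all CK libraries and had 48.1, 66.3 and 42.1 FPKM in DR1 to DR3 (limma adjusted p = 2.12e-05). BVRB_6g129010, on chromosome 6 (2436645 to 2439733), fell from 111.3, 110.9 and 90.5 FPKM to 0.135, 0.0899 and 0 FPKM (log2 fold change -9.30, standard error 0.34, limma adjusted p = 5.43e-05), and BVRB_2g047920 fell by 8.82 on the log2 scale (standard error 0.33, limma adjusted p = 5.43e-05). The sources used here do not pair these 4 IDs with product names. The median log2 fold change of all tested genes was 0.214, and 0.055 after each library was rescaled by its median ratio, with which 722 mRNA transcripts rose and 1021 fell. Without CK1, CK2, DR2 or DR3 the limma count of mRNA transcripts was 684 (375 up and 309 down), 633 (299 and 334), 773 (384 and 389) and 878 (401 and 477), against 1920 (1087 and 833) without DR1 and 1732 (904 and 828) without CK3, and 741 of the 1819 (344 and 397) had a log2 fold change of at least 2 in size.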

**Figure 3:**
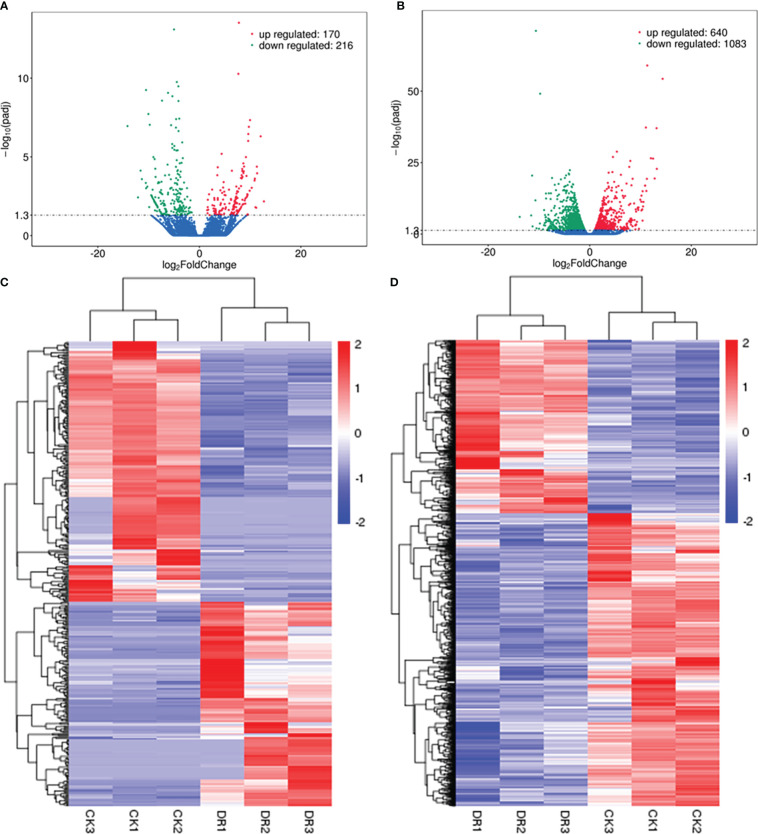
Analysis of DElncRNAs. **(A)** Volcano plot showing DElncRNAs. **(B)** Volcano plot showing DEmRNAs. **(C)** Heatmap for the DElncRNAs. **(D)** Heatmap for the DEmRNAs.

To confirm lncRNA expression levels based on RNA-seq, qRT-PCR was conducted to analyze levels of nine random DElncRNAs. Based on the sequencing, these lncRNAs included six down-regulated (TCONS_00025138, TCONS_00068434, TCONS_00110624, TCONS_00025136, TCONS_00045655 and TCONS_00020934) and three up-regulated (TCONS_00078442, TCONS_00030892 and TCONS_00049699) lncRNAs. As a result, the expression patterns of lncRNAs detected by qRT-PCR were highly consistent with those based on RNA sequencing (**Figure 4**), indicating high reliability of lncRNA expression profiles obtained by RNA-seq.

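Of the 9 lncRNAs, 5 fell and 2 rose at an adjusted p under 0.05 from limma, and 2 did not pass. TCONS_00025136 fell from 28.7 ± 7.58 to 1.84 ± 1.08 FPKM (SD, n = 3 per group, log2 fold change -4.02, standard error 0.46, limma adjusted p = 0.000858) and TCONS_00110624 fell from 11.3 ± 3.74 to 0.806 ± 0.517 FPKM (log2 fold change -3.78, standard error 0.51, limma adjusted p = 0.00216). TCONS_00045655 fell by 4.88 (standard error 0.55) and TCONS_00025138 by 2.82 (standard error 0.59, limma adjusted p = 0.0385) on the log2 scale. TCONS_00020934 had 1.56, 1.89 and 2.72 FPKM in CK1 to CK3 and was listed at 0 in all DR libraries. TCONS_00078442 rose by a log2 fold change of 2.75 (standard error 0.51, limma adjusted p = 0.0195) and TCONS_00030892 by 3.07 (standard error 0.61, limma adjusted p = 0.0298). TCONS_00068434 had 6.81, 7.57 and 0 FPKM in CK1 to CK3 against 0.188, 0.0972 and 0.127 in DR1 to DR3 (limma adjusted p = 0.382, 0.0034 without CK3 and 0.000315 without the filter, and up to 0.786 in the other alternatives). TCONS_00049699 was listed at 0 in all CK libraries and had 0.333, 0.485 and 0.205 FPKM in DR1 to DR3 (limma adjusted p = 0.132). Without CK1, CK2, DR1, DR2 or DR3, 4 of the 9 passed in each fit, against 7 without CK3. TCONS_00025138 passed in 3 of 10 alternatives, TCONS_00030892 in 2 and TCONS_00078442 in 5. Of the fits without 1 library, TCONS_00025138 and TCONS_00078442 passed without CK3 alone (limma adjusted p = 0.0525 to 0.214 and 0.0639 to 0.115 in the other five) and TCONS_00030892 in none (limma adjusted p = 0.0587 to 0.135). All 3 also passed without the filter (limma adjusted p = 0.000269, 0.000809 and 0.0022), with lncRNAs and mRNAs adjusted together (0.0175, 0.0141 and 0.00987) and with a robust variance (0.02, 0.0163 and 0.0137). With a filter at 1 FPKM, TCONS_00025138 had a limma adjusted p of 0.0551 and the other two were not tested, and with a pseudocount of 0.5 fragments, chosen after seeing the data, TCONS_00025138 did not pass (limma adjusted p = 0.055) and the other two did.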

**Figure 4:**
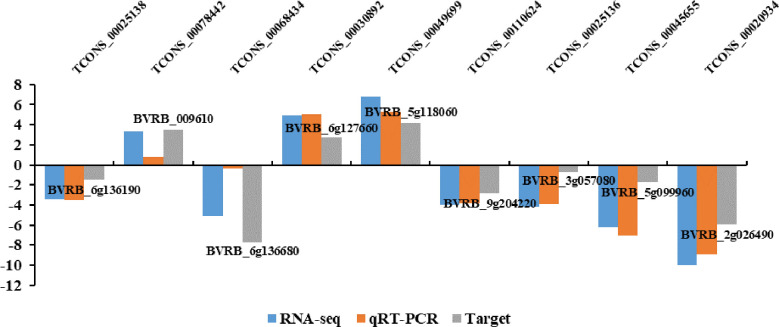
qRT-PCR verification for the nine lncRNAs and their target genes.

### Predicted target genes for drought-responsive lncRNAs

LncRNA can regulate the expression of its adjacent genes and also act on further genes through base complementary pairing. 

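Within 100 kb of the 386 lncRNAs that the paper lists in Table S2 lay 2610 protein-coding genes of the deposited table. Of the 1924 of these genes that were tested with limma, 140 rose and 117 fell under drought (13.4%), against 1625 of 16063 other tested genes (10.1%). The 179 lncRNAs past the threshold made 806 pairs with a gene within 100 kb, and the log2 fold changes had the same sign in 58.9% of them. When the fold changes were rotated over the 179 lncRNAs in genomic order, the median of the 178 rotations was 46.8% and the highest 58.1% (one-sided permutation p = 0.00559, the smallest that 178 rotations can give). lncRNAs that overlap a gene or lie antisense to one shared the sign in 66.9% of 357 pairs (one-sided permutation p = 0.0256, the smallest that 38 rotations can give), and in 88.7% of 62 pairs within 10 kb. The medians of their own rotations were 57.4% and, within 10 kb, 62.1%. For intergenic lncRNAs the share was 52.6% of 449 pairs (one-sided permutation p = 0.0357), and 54.3% within 10 kb (one-sided permutation p = 0.25), against rotation medians of 45.4% and 47.8%. Without CK1 the intergenic share was 47.3% (one-sided permutation p = 0.111), without DR2 49.4% (one-sided permutation p = 0.0571), and the overlapping share was 55.9% without DR1 (one-sided permutation p = 0.118). An overlapping lncRNA and its gene can share reads, and the sources used here do not say whether FPKM was computed by strand.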

We predicted 2532 lncRNA cis-target genes within 100 kb upstream and downstream of 386 DElncRNAs (**Supplementary Table S3**). According to the principle of base complementary pairing, we predicted 9041 lncRNA trans-target genes (**Supplementary Table S4**). Concerning the target gene numbers in each lncRNA, many lncRNAs contained multiple target genes. For instance, TCONS_00068434 had five cis-target genes (*BVRB_7g163400*, *BVRB_7g163410*, *BVRB_7g163380*, *BVRB_7g163390*, and *BVRB_7g163420*) and 322 trans-target genes (including *BVRB_6g136680*, *BVRB_2g028320*, and *BVRB_2g039860*). 

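TCONS_00068434 lies on chromosome 7 from 14196241 to 14196644. Its nearest neighbour, BVRB_7g163400, starts or ends 25369 nt away and had 1.43 ± 0.107 FPKM in CK and 1.76 ± 0.197 FPKM in DR (SD, n = 3 per group, log2 fold change 0.28, standard error 0.24, limma adjusted p = 0.483). The other neighbours lie 34325 to 95812 nt away, and BVRB_7g163410 and BVRB_7g163420 were listed at 0 in all 6 libraries. None of the 3 neighbours that were tested passed the threshold, with log2 fold changes of -0.08 to 0.28. Of the trans targets, BVRB_2g028320 had a log2 fold change of -1.27 (standard error 0.54, limma adjusted p = 0.179) and BVRB_2g039860 one of -1.60 (standard error 0.48, limma adjusted p = 0.0786, and 0.0144 without CK3).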

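Paired in the order of Fig. 4, TCONS_00025138 goes with BVRB_6g136190, TCONS_00068434 with BVRB_6g136680, TCONS_00110624 with BVRB_9g204220, TCONS_00025136 with BVRB_3g057080, TCONS_00045655 with BVRB_5g099960, TCONS_00020934 with BVRB_2g026490, TCONS_00078442 with BVRB_009610, TCONS_00030892 with BVRB_6g127660 and TCONS_00049699 with BVRB_5g118060. Of these 9 target genes, 5 fell and 3 rose in the RNA-seq libraries at an adjusted p under 0.05 from limma, each in the direction of its lncRNA. The paper reports a shared trend for these pairs and does not say how the targets were chosen from the many predicted. The shared direction is therefore not independent evidence. BVRB_2g026490 fell from 13.1, 13.6 and 5.34 FPKM in CK1 to CK3 to 0.0288, 0 and 0.0598 FPKM in DR1 to DR3 (log2 fold change -6.29, standard error 0.43, limma adjusted p = 0.000609). BVRB_5g099960 fell by 1.71 on the log2 scale (standard error 0.25, limma adjusted p = 0.00777). BVRB_5g118060 rose from 8.15 ± 1.78 to 33.4 ± 4.02 FPKM (SD, n = 3 per group, log2 fold change 2.04, standard error 0.20, limma adjusted p = 0.00197). BVRB_009610 rose by a log2 fold change of 3.20 (standard error 0.48, limma adjusted p = 0.0086) and BVRB_6g127660 by 1.77 (standard error 0.38, limma adjusted p = 0.0308). BVRB_6g136680 had 0.177, 0.269 and 0 FPKM in CK1 to CK3, was listed at 0 in all DR libraries and was not tested. Without CK1 or CK2, 5 of the 9 target genes passed the threshold, and BVRB_6g127660 passed in 3 of 10 alternatives, of the fits without 1 library in that without DR2 alone (limma adjusted p = 0.0508 to 0.117 in the other five), and also without the filter (limma adjusted p = 0.0318) and with a robust variance (limma adjusted p = 0.0314).

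**Figure D2:**
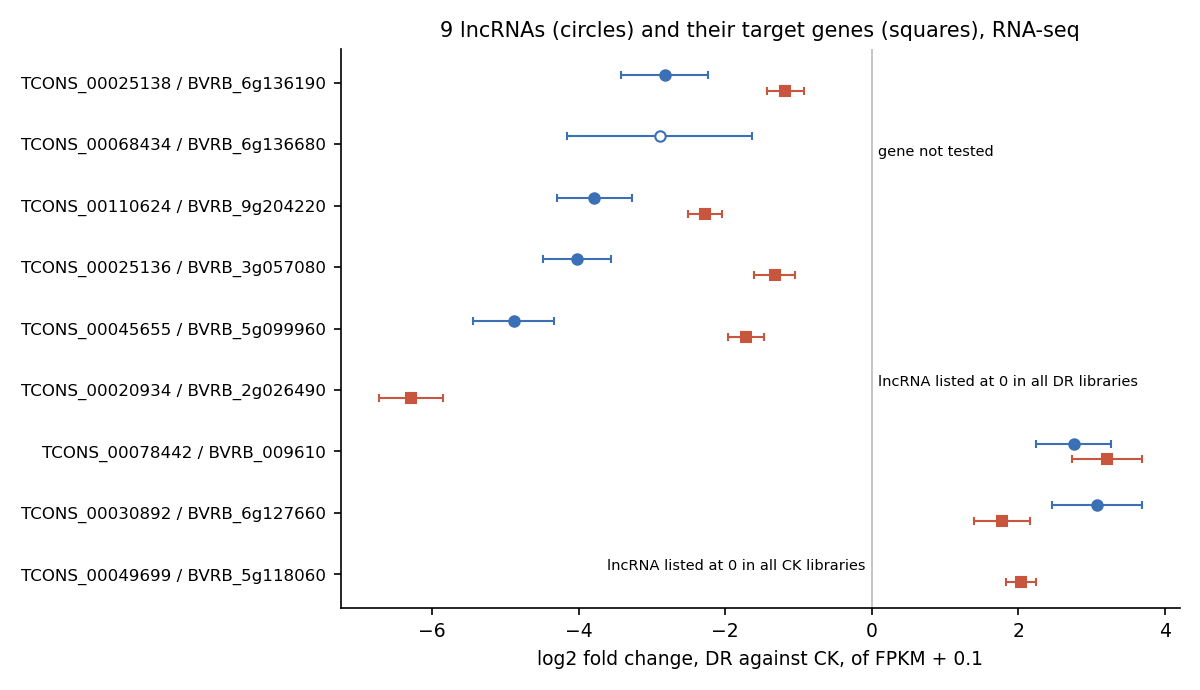
Log2 fold changes of FPKM + 0.1, DR against CK, of the 9 lncRNAs (circles) and their target genes (squares) in the RNA-seq libraries, with bars of 1 standard error. Filled symbols passed an adjusted p of 0.05 from limma and open symbols did not, and lncRNAs with a group listed at 0 and the gene that was not tested are named in place of a symbol.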

As shown in **Figure 4**, TCONS_00025138, TCONS_00068434, TCONS_00110624, TCONS_00025136, TCONS_00045655, TCONS_00020934,TCONS_00078442, TCONS_00030892, and TCONS_00049699 shared an identical trend of expression with corresponding target genes *BVRB_6g136190*, *BVRB_009610*, *BVRB_6g136680*, *BVRB_6g127660*, *BVRB_5g118060*, *BVRB_9g204220*, *BVRB_3g057080*, *BVRB_5g099960*, and *BVRB_2g026490*, respectively. Moreover, many of these target genes were predicted to encode a variety of proteins, like squamosa promoter-binding-like protein 6 (*BVRB_6 g136190*, targeted by TCONS_00025138), 1-aminocyclopropane-1-carboxylate oxidase 1 (*BVRB_9g204220*, targeted by TCONS_00110624) and receptor-like protein EIX2 (*BVRB_3g057080*, targeted by TCONS_00110811). 

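The squamosa promoter-binding-like protein 6 gene BVRB_6g136190 fell from 5.82 ± 1.45 to 2.47 ± 0.297 FPKM (SD, n = 3 per group, log2 fold change -1.18, standard error 0.25, limma adjusted p = 0.0308). The 1-aminocyclopropane-1-carboxylate oxidase 1 gene BVRB_9g204220 fell from 984.7 ± 208.8 to 201.2 ± 22.9 FPKM (log2 fold change -2.28, standard error 0.23, limma adjusted p = 0.00204). The receptor-like protein EIX2 gene BVRB_3g057080 fell from 24.9 ± 2.69 to 10.4 ± 4.28 FPKM (log2 fold change -1.32, standard error 0.28, limma adjusted p = 0.0276), and TCONS_00110811, the lncRNA that the paper's text names for it, fell from 11.4 ± 2.14 to 0.967 ± 0.734 FPKM (log2 fold change -3.63, standard error 0.50, limma adjusted p = 0.00223). BVRB_9g204220 and TCONS_00110811 passed in 10 of 10 alternatives, and BVRB_6g136190 and BVRB_3g057080 in 5. BVRB_6g136190 did not pass without CK1, CK2, DR2 or DR3 (limma adjusted p = 0.0737 to 0.129), nor BVRB_3g057080 without CK1, CK2, CK3 or DR2 (limma adjusted p = 0.0553 to 0.106), and neither passed with the block. Both passed limma without the filter (adjusted p = 0.0411 and 0.0386), with a filter at 1 FPKM and with a robust variance.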

Our above findings indicated that DElncRNAs might regulate different biological processes to adapt to drought conditions.

### GO and KEGG analyses for potential target genes of DElncRNAs

For delineating the biological functions, the predicted target genes of the drought-responsive lncRNAs were sorted into GO term categories. As a result, cis-target genes were categorized into 1663, 375 and 812 GO terms in biological process, cellular component and molecular function, respectively (**Supplementary Table S5**), whereas trans-target genes were clustered into 2303, 546 and 1225 GO terms in biological process, cellular component and molecular function, respectively (**Supplementary Table S6**). For the BP category, organelle organization and phosphorus metabolic process were the most highly represented terms for cis- and trans-target genes, respectively, suggesting some functional role of cell organs and phosphorin in drought response (**Figure 5**). In the CC category, cis-target genes related to the organelle sub-compartment, and trans-target genes corresponding to the thylakoid and thylakoid parts were most abundant. Endopeptidase activity for cis-target genes and catalytic activity for trans-target genes were most significantly enriched in the MF category, which indicated that enzymatic reaction played an important role in sugar beet drought response. Meanwhile, the target genes were also found to be enriched in other stress related terms, including developmental process, lipid metabolic process, RNA polymerase activity, and transferase activity.

**Figure 5:**
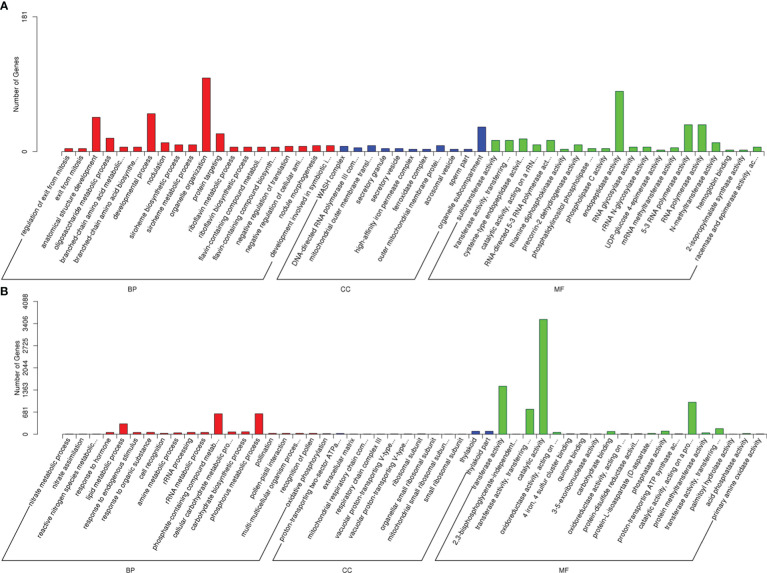
GO classification for the predicted target genes of DElncRNAs. **(A)** Go terms for cis-target genes. **(B)** Go terms for trans-target genes.

The results of KEGG analysis for cis- and trans-target genes for drought-responsive lncRNAs were presented in **Supplementary Tables S7** and**S8**. And the 20 most significantly enriched KEGG pathways were displayed in **Figure 6**. The top four KEGG pathways included linoleic acid metabolism, glucosinolate biosynthesis, flavonoid biosynthesis, and zeatin biosynthesis for cis-target genes (**Supplementary Table S7**; **Figure 6A**), while for trans-target genes, these were carbon fixation in photosynthetic organisms, flavonoid biosynthesis, tyrosine metabolism, and photosynthesis (**Supplementary Table S7**; **Figure 6B**). Among them, the most heavily enriched pathways were linoleic acid metabolism and flavonoid biosynthesis (**Figure 6**). 

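Of 17 measured genes that the paper's Tables S7 and S8 list for zeatin biosynthesis, 6 fell and none rose under drought at an adjusted p under 0.05 from limma over all genes (7 fell and 3 rose when adjusted over the list alone), with a median log2 fold change of -0.84. Falls numbered 4 without CK1 and 3 without CK2 or DR2, and 1 gene rose without CK3 or DR1. In fits without 1 library, 6 to 7 fell and 0 to 3 rose when adjusted over the list alone. BVRB_3g062100 of this pathway fell by 2.90 on the log2 scale (standard error 0.45, limma adjusted p = 0.00998, and 0.0513 without CK2). Of 24 measured genes of tyrosine metabolism, 4 rose and 1 fell (13 rose and 1 fell when adjusted over the list alone), with a median of 0.55. Rises numbered 1 without CK1, CK2, DR2 or DR3 and with the replicate block, 2 without the filter or with rescaled libraries, and 6 without CK3. None fell without CK1, without DR2 or with the block. Over the list alone, 9, 4, 13, 14, 7 and 2 rose without CK1 to CK3 and DR1 to DR3, and 5 with the block. BVRB_5g108020 of this pathway was listed at 0 in all CK libraries and had 7.11, 1.94 and 1.96 FPKM in DR1 to DR3, whereas BVRB_5g098290 fell by 1.71 (standard error 0.30, limma adjusted p = 0.0148, but 0.0664 without CK1, 0.0588 without DR2 and 0.0512 with the block). Of 9 measured genes of glucosinolate biosynthesis, 2 fell and none rose (also 2 when adjusted over the list alone), among them BVRB_1g005140, which fell by 3.17 (standard error 0.28, limma adjusted p = 0.0013). In this list 1 gene fell without CK1 or DR2, and 1 rose without CK3. Leaving out 1 library gave, over the list alone, 2 to 4 falls and 0 to 1 rises. The median of the glucosinolate list was 0.18, its mean -0.10 and its set test pointed down, and its median was -0.18 with a filter at 1 FPKM. In camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 15 lists, zeatin biosynthesis (adjusted p = 0.00411) and tyrosine metabolism (adjusted p = 0.00532) passed and glucosinolate biosynthesis did not (adjusted p = 0.265). Zeatin biosynthesis and tyrosine metabolism did not pass with an estimated correlation (camera adjusted p = 0.241 and 0.422). That correlation was -0.0024 for zeatin biosynthesis, below the preset value, and 0.166 for tyrosine metabolism. A higher correlation therefore does not account for the loss of zeatin biosynthesis, whose unadjusted camera p went from 0.000821 to 0.0227. With an estimated correlation, camera also tests on the few residual degrees of freedom of 6 libraries. Failing there is therefore not a check of correlation alone. The lists are targets of lncRNAs that the study called on these libraries, so counts over a list are not independent evidence.

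**Figure D3:**
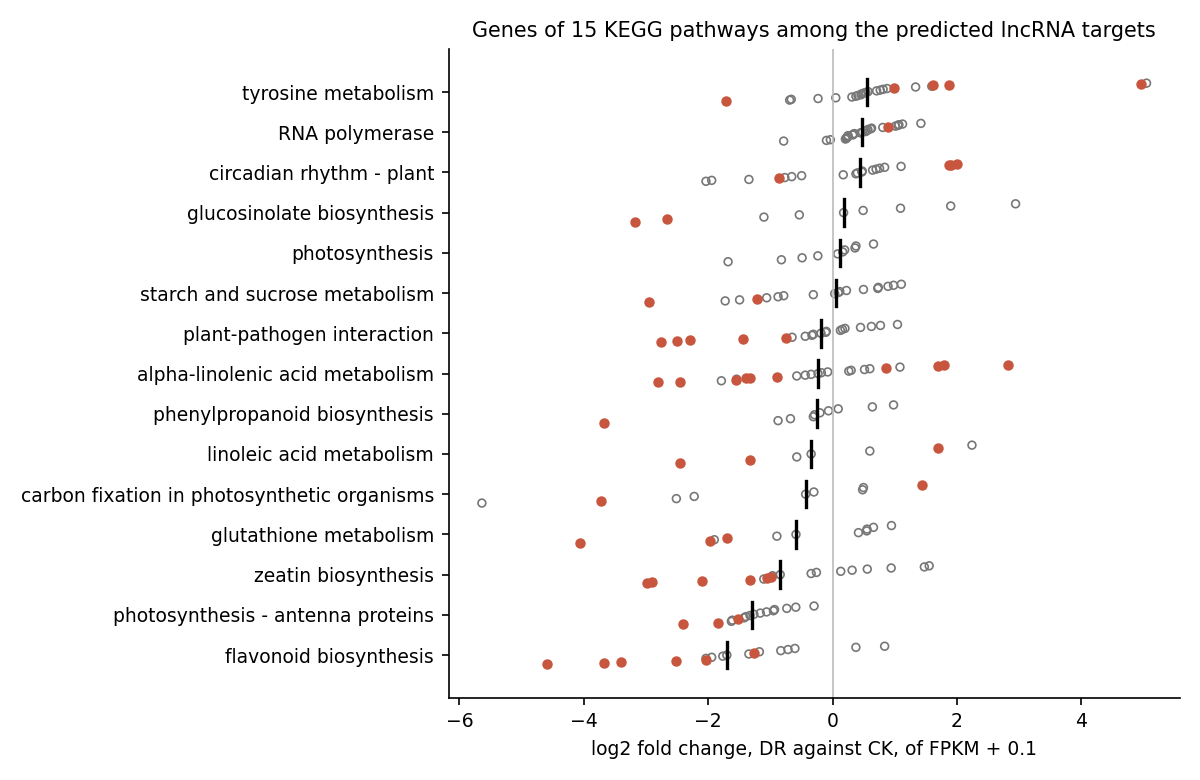
Log2 fold changes of FPKM + 0.1, DR against CK, of the measured genes of each KEGG pathway list, with 1 dot per gene. Filled red dots passed an adjusted p of 0.05 from limma, open dots did not and black bars mark medians, such as -0.84 for zeatin biosynthesis and 0.55 for tyrosine metabolism. For genes listed at 0 in a whole group, the position depends on the added 0.1 FPKM.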

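Of 17 measured genes of flavonoid biosynthesis, 6 fell under drought and none rose at an adjusted p under 0.05 from limma (11 fell and none rose when adjusted over the list alone), with a median log2 fold change of -1.70. Falls numbered 4 without CK1, CK2 or DR3 and 3 without DR2. With the list alone adjusted, 6 to 13 fell without 1 library, and 1 rose without CK1. BVRB_2g042450 of this pathway fell from 18.0, 15.3 and 13.6 FPKM in CK1 to CK3 to 0.277, 0.831 and 0.671 FPKM in DR1 to DR3 (log2 fold change -4.59, standard error 0.36, limma adjusted p = 0.000839), and BVRB_6g150930 fell by 3.67 (standard error 0.40, limma adjusted p = 0.00258). Of 7 measured genes of linoleic acid metabolism, BVRB_4g072060 fell by 2.46 (standard error 0.35, limma adjusted p = 0.00748), BVRB_7g169930 fell by 1.33 (standard error 0.33, limma adjusted p = 0.0474), BVRB_8g198160 rose by 1.69 (standard error 0.28, limma adjusted p = 0.013) and 4 did not pass (3 fell and 1 rose when adjusted over the list alone, and 2 to 3 and 1 to 2 without 1 library). BVRB_7g169930 passed in 4 of 10 alternatives and not without CK1, CK2, DR2 or DR3 (limma adjusted p = 0.12 to 0.154), and BVRB_8g198160 in 6 and not without CK1, CK2 or DR2 (limma adjusted p = 0.0545 to 0.0585). The median of the linoleic list was -0.34, and 0.043 without DR2. In camera with the preset correlation, flavonoid biosynthesis passed (adjusted p = 7.47e-09, and 0.241 with an estimated correlation) and linoleic acid metabolism did not (adjusted p = 0.201).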

Our observations suggested that these processes play critical roles in drought response. Furthermore, carbon fixation in photosynthetic organisms and photosynthesis were significantly affected when sugar beet plants were subjected to drought condition, suggesting that drought stress significantly inhibited photosynthetic carbon assimilation in sugar beet plants. 

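Of the 16 genes listed for photosynthesis antenna proteins, 3 fell and none rose at an adjusted p under 0.05 from limma (14 fell when adjusted over the list alone), with a median log2 fold change of -1.30. None of the 16 passed limma without CK1, DR2 or DR3, while 1 fell without CK2 and 5 without CK3. Over the list alone, 6, 3, 13, 8, 13 and 3 fell without CK1 to CK3 and DR1 to DR3. The antenna list passed camera with the preset correlation (adjusted p = 6.18e-09), and not with its estimated correlation of 0.681 (adjusted p = 0.417). BVRB_9g225010 of this pathway fell from 606.2, 1044 and 314.5 FPKM in CK1 to CK3 to 86.1, 143.6 and 109.7 FPKM in DR1 to DR3 (log2 fold change -2.40, standard error 0.43, limma adjusted p = 0.0166, but 0.0654 without CK1, 0.0507 without DR2 and 0.0616 without DR3). Of 9 measured cis targets of carbon fixation, BVRB_2g037220 fell from 659.5, 1057 and 637.4 FPKM to 16.0, 112.7 and 106.7 FPKM (log2 fold change -3.72, standard error 0.72, limma adjusted p = 0.0213), BVRB_2g044900 rose by 1.43 (standard error 0.31, limma adjusted p = 0.0315) and 7 did not pass (4 fell and 1 rose when adjusted over the list alone). In this list 3 fell and 2 rose without DR1, 2 fell without CK3, and none passed limma without CK2. When adjusted over the list alone, 1 fell without CK1 or CK2, and 2 rose without DR1. BVRB_2g037220 did not pass without CK1 or CK2 (limma adjusted p = 0.0679 and 0.0864), and BVRB_2g044900 passed in 5 of 10 alternatives and not without CK2, CK3, DR2 or DR3 (limma adjusted p = 0.0638 to 0.104). The median of this list was -0.43 with a camera adjusted p of 0.0768, which was 0.0275 without DR2, 0.0445 with a filter at 1 FPKM and 0.0416 with the replicate number as a block (range over the alternatives 0.0275 to 0.146). With an estimated correlation it did not pass (camera adjusted p = 0.427, and at least 0.384 in the 15 alternatives). None of the 10 cis targets of photosynthesis passed limma, over all genes or when adjusted over the list alone. Without DR1 or DR3, 1 of them fell, and over the list alone 1 also fell without DR2. Their median was 0.12, their mean -0.14 and their set test pointed down (camera adjusted p = 0.201), and the median was -0.050 with rescaled libraries, -0.22 without DR1 and -0.056 without CK2. The trans target cells of both pathways, of which 28 of 43 and 29 of 44 IDs are legible in the sources used here, were not analysed here. From the enrichment of these pathways among the targets, the paper proposes that drought inhibited photosynthetic carbon assimilation.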

Flavonoid was found to be a significant determinant of drought tolerance in Arabidopsis (Li et al., 2022). Similarly, our findings also indicated that the application of flavonoid biosynthesis may help to alleviate drought stress in sugar beet plants.

**Figure 6:**
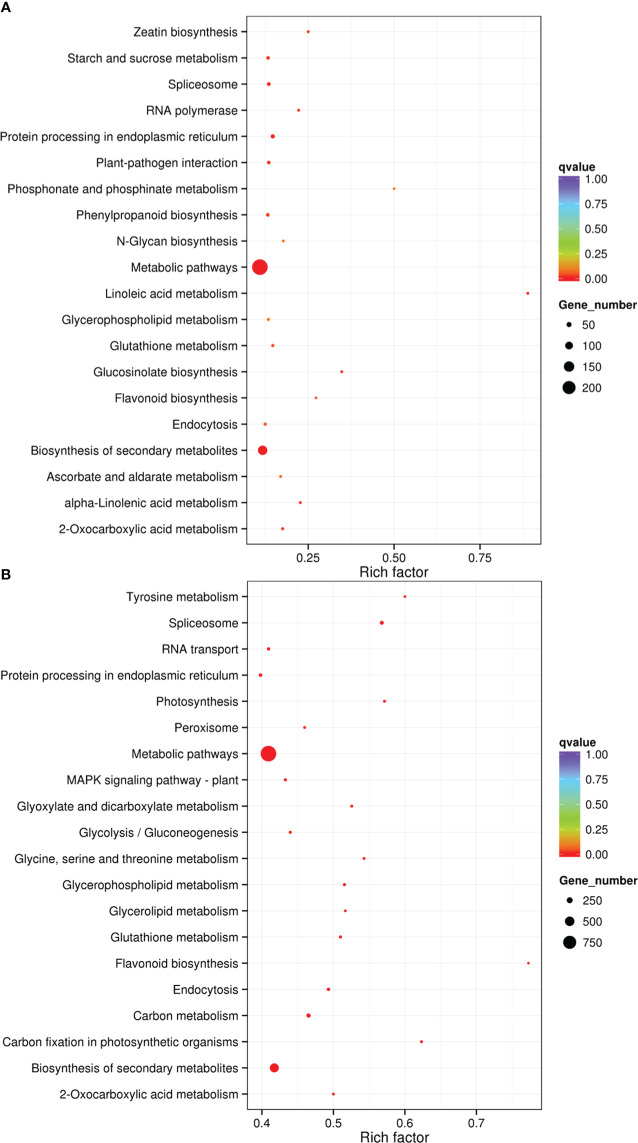
KEGG analysis of the predicted target genes for DElncRNAs. **(A)** KEGG pathways for cis- target genes. **(B)** KEGG pathways for trans-target genes.

Flavonoids are the important elements in abiotic stress resistance in plants (Kovinich and Durkin, 2018; Shah and Smith, 2020; Li et al., 2022). Flavonoid biosynthesis pathway is illustrated in **Figure 7A**. 

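TCONS_00009457, antisense on chromosome 1 (8063543 to 8064902), rose from 8.54 ± 0.507 to 37.2 ± 3.27 FPKM (SD, n = 3 per group, log2 fold change 2.11, standard error 0.32, limma adjusted p = 0.00513) and passed in 10 of 10 alternatives. Its target BVRB_1g007170, a dihydroflavonol 4-reductase gene, had 0.337, 0.0605 and 1.34 FPKM in CK1 to CK3 against 0, 0.157 and 0 FPKM in DR1 to DR3 (log2 fold change -1.77, standard error 0.82, limma adjusted p = 0.211). TCONS_00088109, a lincRNA on Bvchr1_un.sca001, was listed at 0 in the CK libraries and in DR1, with 1.93 FPKM in DR2 and 0.863 in DR3. Its target BVRB_1g016280, a flavanone 3-dioxygenase gene, was listed at 0 in all 6 libraries, and neither of this pair was tested, although TCONS_00088109 passed limma with the filter left out (adjusted p = 0.0364).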

In this study, we identified two genes associated with the flavonoid biosynthesis pathway targeted by drought-responsive lncRNAs: *BVRB_1g007170* encoding dihydroflavonol 4-reductase (EC1.1.1.219) (targeted by TCONS_00009457), and *BVRB_1g016280* encoding flavanone 3-dioxygenase (EC1.14.11.9) (targeted by TCONS_00088109). Chalcone synthase represents a critical enzyme for flavonoid synthesis (Chen et al., 2021c). The two genes, *BVRB_6g151690* and *BVRB_6g152260* encoding chalcone synthase, were estimated as the targets of TCONS_00055970 and TCONS_00056083, respectively.These results indicated that the target genes of DElncRNAs may play critical roles in the biosynthesis of flavonoids during drought stress in sugar beet.

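The chalcone synthase gene BVRB_6g151690 had 1.80 ± 0.739 FPKM in CK and 3.19 ± 0.738 FPKM in DR (SD, n = 3 per group, log2 fold change 0.84, standard error 0.36, limma adjusted p = 0.179). BVRB_6g152260, the other chalcone synthase gene, was listed at 0 in 5 libraries and had 0.0429 FPKM in DR1. TCONS_00055970 had 15.7 FPKM in DR2 and 20.5 in DR3 and was listed at 0 in DR1 and in all CK libraries, and TCONS_00056083 had 0, 0.508 and 0.534 FPKM in CK1 to CK3 and was listed at 0 in all DR libraries. These 2 lncRNAs and BVRB_6g152260 did not reach the filter and were not tested, and with the filter left out limma gave an adjusted p of 7.71e-13 for TCONS_00055970 and 0.486 for TCONS_00056083.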

**Figure 7:**
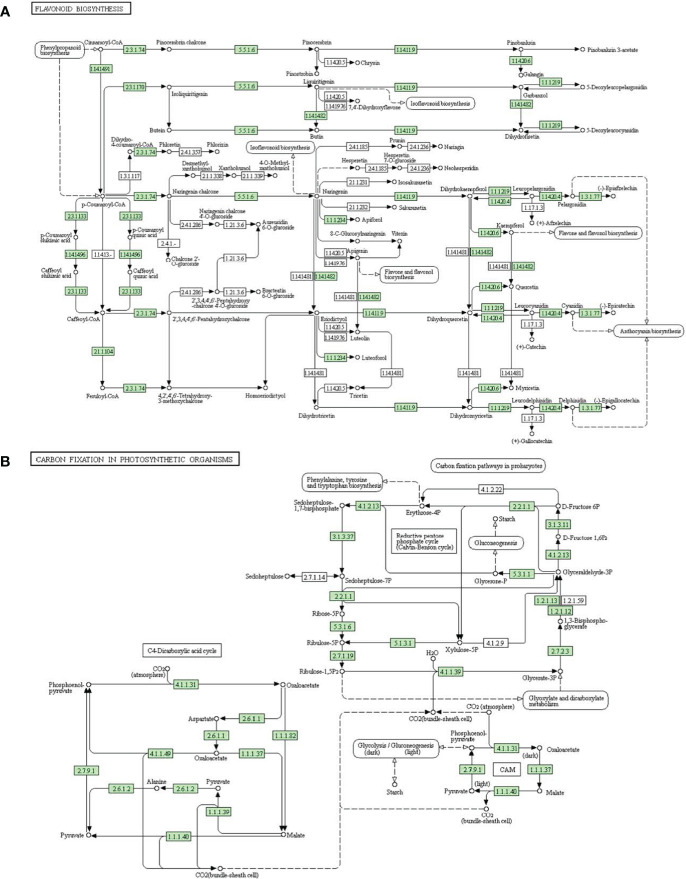
Targets of DElncRNAs in two enriched pathways. **(A)** Flavonoid biosynthesis pathway. **(B)** Carbon fixation in photosynthetic organisms pathway.

Photosynthetic carbon fixation provides mass and energy sources for various life activities in plants, including stress resistance. In the present study, we predicted several target genes of DElncRNAs related to carbon fixation in photosynthetic organisms (**Figure 7B**). Fructose-1,6-bisphosphatase plays a key role in gluconeogenesis and photosynthetic assimilate sucrose synthesis (Andrew et al., 2017). In our present study, both *BVRB_1g011460* and *BVRB_5g111310*, targeted by TCONS_00057113, encoded fructose-1,6-bisphosphatase (EC3.1.3.37). 

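Both genes that the paper names as fructose-1,6-bisphosphatase fell under drought, as did their lncRNA. BVRB_1g011460 fell from 48.8 ± 11.4 to 20.3 ± 5.67 FPKM (SD, n = 3 per group, log2 fold change -1.28, standard error 0.27, limma adjusted p = 0.0275) and BVRB_5g111310 from 115.6 ± 30.9 to 45.5 ± 18.0 FPKM (log2 fold change -1.39, standard error 0.35, limma adjusted p = 0.0479). TCONS_00057113, antisense on chromosome 6 (3191986 to 3192799), fell from 5.94 ± 1.05 to 0.739 ± 0.528 FPKM (log2 fold change -3.16, standard error 0.60, limma adjusted p = 0.0234). BVRB_1g011460 passed in 6 of 10 alternatives, with an adjusted p from limma of up to 0.0998 (without CK2), BVRB_5g111310 in 3, with up to 0.165 (without CK2), and TCONS_00057113 in 5, with up to 0.124 (without CK2). Without CK1, DR2 or DR3, the limma adjusted p was 0.0685, 0.0607 and 0.0578 for BVRB_1g011460, and 0.143, 0.102 and 0.0562 for BVRB_5g111310. Without the filter, with a filter at 1 FPKM and with a robust variance, the limma adjusted p was 0.0384, 0.0259 and 0.0291 for BVRB_1g011460, 0.0671, 0.0453 and 0.0522 for BVRB_5g111310 and 1.71e-07, 0.0364 and 0.00826 for TCONS_00057113. For TCONS_00057113 it was 0.0115 with lncRNAs and mRNAs adjusted together, 0.104 without CK1, 0.0583 without DR2 and 0.057 without CK3. With a pseudocount of 0.5 fragments, chosen after seeing the data, it was 0.0303 for BVRB_1g011460, 0.0525 for BVRB_5g111310 and 0.05003 for TCONS_00057113.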

Malate dehydrogenase is involved in many critical metabolic processes in plants, like glycolysis and photosynthesis (Eprintsev and Gataullina, 2018). Three malate dehydrogenase (1.1.1.37) genes *BVRB_5g124340*, *BVRB_3g049020* and *BVRB_6g137210* were targeted by TCONS_00072169, TCONS_00034128 and TCONS_00002455, respectively. These results suggested that photosynthetic carbon assimilation was critically restrained under drought conditions in sugar beet plants.

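None of the 3 malate dehydrogenase genes passed the threshold of limma, and at an unadjusted p under 0.05 BVRB_5g124340 and BVRB_6g137210 did. BVRB_5g124340 had 0.936 ± 0.189 FPKM in CK and 2.44 ± 1.13 FPKM in DR (SD, n = 3 per group, log2 fold change 1.22, standard error 0.37, limma adjusted p = 0.0821), BVRB_3g049020 110.9 ± 11.7 and 148.7 ± 59.4 FPKM (log2 fold change 0.34, standard error 0.31, limma adjusted p = 0.496) and BVRB_6g137210 218.9 ± 32.0 and 106.9 ± 46.9 FPKM (log2 fold change -1.14, standard error 0.37, limma adjusted p = 0.0961). TCONS_00002455, antisense on an unplaced scaffold, rose from 0.221 ± 0.11 to 5.48 ± 1.77 FPKM (log2 fold change 4.14, standard error 0.49, limma adjusted p = 0.000995). TCONS_00072169 was listed at 0 in all CK libraries and had 1.79, 0.586 and 0.339 FPKM in DR1 to DR3 (limma adjusted p = 0.037), and passed in 2 of 10 alternatives and in no fit that left out 1 library (limma adjusted p = 0.062 to 0.14). TCONS_00072169 also passed limma without the filter (adjusted p = 0.00197), with lncRNAs and mRNAs adjusted together (adjusted p = 0.0169) and with a robust variance (adjusted p = 0.0204), and was not tested with a filter at 1 FPKM. TCONS_00034128 had 0.665 FPKM in DR2 and 1.08 in DR3, was listed at 0 elsewhere and was not tested.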

### Functional prediction of DElncRNAs acting as miRNA target mimics

LncRNAs can also act as miRNA mimics, disrupting miRNA regulation. Like miRNA-mRNA interactions, lncRNA can be degraded by the corresponding miRNA to reduce its effect on the target mRNA. We used Target Finder and psRobot to predict lncRNAs that could be miRNA target mimics based on free energy, score values, and other filtering conditions. In this study, 1756 distinct lncRNAs were predicted to be potential target mimics of 45 miRNAs, with 42 of those 1756 lncRNAs being DElncRNAs (**Supplementary Table S9**). Multiple DElncRNAs can be targeted by a miRNA, and a miRNA can be targeted by multiple DElncRNAs. For example, the miRNA ath-miR167a-5p targeted 5 DElncRNAs (TCONS_00034119, TCONS_00105108, TCONS_00023171, TCONS_00023940, and TCONS_00100201), and the lncRNA TCONS_00001191 was one common target mimicry of two miRNAs (ath-miR164a and ath-miR164c-5p). Therefore, lncRNAs may have a significant impact on miRNA function.

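The 5 lncRNAs named for miR167a had log2 fold changes of -0.42 to 0.44 between DR and CK, and none passed the threshold (limma adjusted p = 0.77 to 0.919, and 0 of 5 at an unadjusted p under 0.05). Each of these 5 had at least 0.1 FPKM in 3 or more libraries. TCONS_00001191, named for miR164, had 0, 0.267 and 0.0713 FPKM in CK1 to CK3 and 0.0902, 0 and 0.125 FPKM in DR1 to DR3 and was not tested.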

### Construction of ceRNA network related to drought resistance

The lncRNA-mRNA-miRNA network was built to evaluate the lncRNA-associated ceRNA interaction landscape in drought-stressed sugar beet. The lncRNA‐mRNA interaction was first discovered using the Pearson correlation coefficient of the expression value. Following that, ceRNAs were filtered using the ceRNA score, which was defined as the number of microRNA response elements (MREs) shared by mRNAs and lncRNAs divided by the total number of lncRNA MREs. Both mRNAs and lncRNAs are targeted for a given lncRNA-miRNA-mRNA triplet. We further filtered the 9 DElncRNAs and 10 DEmRNAs in drought response through literature mining and functional annotation. 

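Of the 9 lncRNAs that Fig. 8 names, 8 were tested, with log2 fold changes of -1.10 to 0.25, and none passed the threshold (limma adjusted p = 0.658 to 0.985, and 0 of 8 at an unadjusted p under 0.05). Of the 10 genes that Fig. 8 names, 8 were tested, with log2 fold changes of -0.37 to 0.0050 (limma adjusted p = 0.191 to 0.992, and 0 of 8 at an unadjusted p under 0.05). With rescaled libraries, 1 of these genes passed the threshold, BVRB_4g096680, whose values are 38.4 ± 1.33 FPKM in CK and 30.2 ± 4.06 FPKM in DR (SD, n = 3 per group).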

Based on the selected mRNAs implicated in drought response, we constructed a network of 24 lncRNA-miRNA-mRNA triplets, including 9 lncRNA, 7 miRNAs and 10 mRNAs (**Figure 8**). In this network, one target gene *BVRB_8g197060* was annotated as protein phosphatase 2C and cyclic nucleotide-binding/kinase domain-containing protein based on NCBI nucleotide sequence annotations. 

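BVRB_8g197060 had 14.1 ± 1.53 FPKM in CK and 14.0 ± 3.14 FPKM in DR (SD, n = 3 per group), a log2 fold change of -0.036 (standard error 0.21, limma adjusted p = 0.926). The sign of this value was positive without DR2 (0.16) and without CK3 (0.039).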

*BVRB_6g136050* was annotated as splicing factor-like protein 1. These two target genes with several DElncRNAs were targeted by ath-miR159c and ath-miR157d, respectively.

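BVRB_6g136050 had 18.3 ± 1.79 FPKM in CK and 14.4 ± 3.84 FPKM in DR (SD, n = 3 per group), a log2 fold change of -0.37 (standard error 0.22, limma adjusted p = 0.317), and passed the threshold in none of 10 alternatives.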

**Figure 8:**
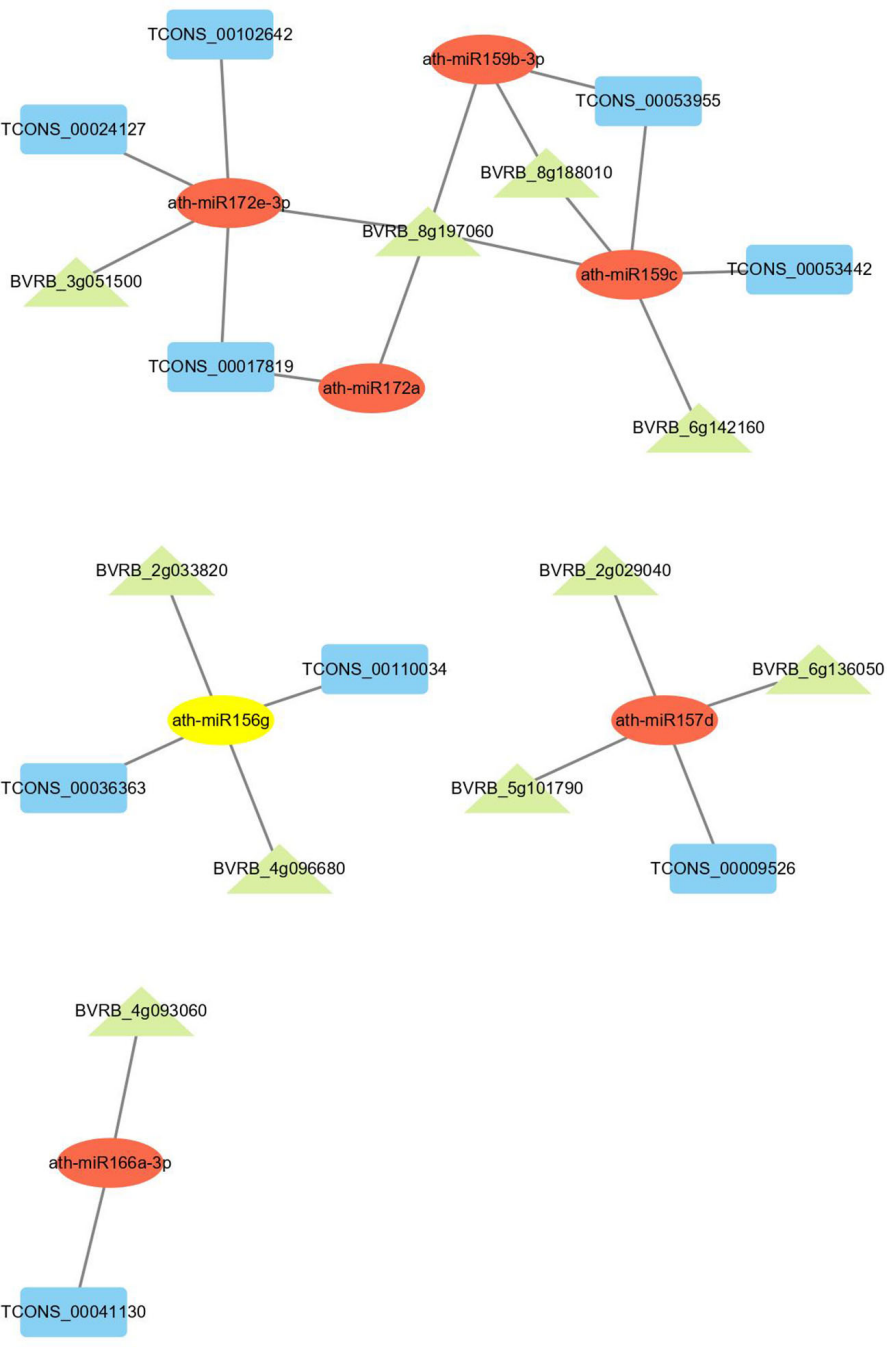
CeRNA network in sugar beet under drought stress. Rectangle, ellipse and triangle nodes represent lncRNAs, miRNAs and mRNAs, respectively. The edges represented the competing interactions among them.

## Discussion

LncRNA, a type of ncRNA, has been extensively reported in animals, plants and fungi (Zhang et al., 2016). Numerous lncRNAs have been detected in plants; however, their functions remain largely unclear. In particular, the understanding of its role in drought stress is limited. In order to explore the function of lncRNA in drought stress, we used high-throughput sequencing technology to analyze the lncRNA transcriptome in sugar beet cultivar KWS9147 on a genome-wide scale. A total of 32017 lncRNAs were identified in the leaves of sugar beet (**Figure 2F**), which indicated that lncRNA may take part in the regulation of various life activities of sugar beet. Consistent with previous studies (Li et al., 2014; Zhu et al., 2015), most of the novel lncRNAs identified in the present study were located in the intergenic regions (**Figure 2B**), indicating that the type of novel lncRNAs were long intergenic non-coding RNAs (lincRNAs). In addition, lncRNA had short transcript length as well as low exon number (**Figures 2C, D**), which is in line with previous results (Chen et al., 2021a; Xu et al., 2021).

The decreasing water resource has been attributed as the major factor restricting global crop yield and quality. Various responsive mechanisms have evolved in plants to release damage resulting from abiotic stresses (Zhu, 2002). Many protein-encoding genes were found to exert important roles in regulating the response to abiotic stress in plants, like *DREB1A/CBF3* and *SOS1* (Jaglo et al., 1998; Liu et al., 1998; Qiu et al., 2002). Additionally, lncRNAs have been identified as powerful approaches in plants for enhancing their abiotic stress tolerance (Liu and Zhu, 2014). Liu et al. (2012) identified 6484 lincRNAs, among which 1832 responded to salinity, cold, drought, and abscisic acid. Wang et al. (2017) identified 10,785 lncRNAs in legume model species *Medicago truncatula*, including 224 responsive to phosphate deficiency in roots and 358 in leaves. So far, lncRNAs related to drought-responsive modulation were extensively investigated in maize (Zhang et al., 2014), cotton (Lu et al., 2016), *Arabidopsis* (Qin et al., 2017), cultivated rice (Yuan et al., 2018), cassava (Li et al., 2017), and wheat (Cagirici et al., 2017), suggesting a universal role of lncRNAs in drought response in diverse plant species. In the present study, we detected specific and common lncRNAs in control and drought-treated samples of sugar beet for investigating the potential lncRNA functions during drought stress (**Figure 2F**). Compared with the control group, 386 DElncRNAs were found in sugar beet under drought stress, of which 170 were up-regulated and 216 were down-regulated (**Figure 3A**). Moreover, The most significantly upregulated lncRNAs TCONS_00055787 was upregulated by more than 6000 fold (**Supplementary Table S2**), which implied that this lncRNA may play a vital role in sugar beet drougt response.

Meanwhile, 2532 and 9041 transcripts were predicted as the candidate cis- and trans-target genes of drought-responsive lncRNAs, respectively (**Supplementary Tables S3** and **S4**). In plants, promoter-binding-like proteins and receptor-like proteins have been reported to be involved in abiotic stress responses (Wei et al., 2015; Thabet et al., 2021; Rahim et al., 2022). In the present study, several candidate target genes encoded various proteins including squamosa promoter-binding-like protein 6 (*BVRB_6g136190*, targeted by TCONS_00025138), 1-aminocyclopropane-1-carboxylate oxidase 1 (*BVRB_9g204220*, targeted by TCONS_00110624) as well as receptor-like protein EIX2 (*BVRB_3g057080*, targeted by TCONS_00110811). These results suggested that the three DElncRNAs (TCONS_00025138, TCONS_00110624 and TCONS_00110811) may exert important roles in drought stress response of sugar beet by regulating the expression of genes encoding promoter-binding-like proteins and receptor-like proteins.

GO enrichment and KEGG pathway analyses of lncRNAs target genes can help us to understand the functions of lncRNAs more effectively (Muhammad et al., 2022). Oxido-reduction plays a key role in plant abiotic stress responses (Ali et al., 2021). Endopeptidase, catalytic, and transferase activity is closely associated with oxido-reduction (Douglas, 2008). According to GO enrichment analysis, the target genes for drought-responsive lncRNAs were significantly enriched in organelle sub-compartments, thylakoids, endopeptidase activity, catalytic activity, developmental process, lipid metabolic process, RNA polymerase activity, and transferase activity (**Figure 5**). This phenomenon indicated that lncRNAs may be involved in drought resistance by modulating target genes controlling oxidoreductase activity, which was in accordance the report of Huang et al. (2014). Plant flavonoids also play important roles in abiotic/biotic stress responses (Baskar et al., 2018). According to KEGG pathway analysis on the target genes for DElncRNAs, the most significantly enriched pathway was involved in flavonoid biosynthesis (**Figure 6**). In the flavonoid biosynthesis pathway, several target genes of drought-responsive lncRNAs were related to dihydroflavonol 4-reductase and flavanone 3-dioxygenase (**Figure 7A**), implying that lncRNAs may participate in regulating flavonoid biosynthesis to relieve the damage to sugar beet seedlings under drought conditions. Photosynthetic carbon metabolism lays a material foundation for various life activities in the plants (Lawlor and Cornic, 2002). In the present study, one of most enriched pathway was photosynthetic carbon fixation (**Figure 6**). In the photosynthetic carbon fixation pathway, some target genes of DElncRNAs encoded fructose-1,6-bisphosphatase and malate dehydrogenase (**Figure 7B**), which are both involved in photosynthesis (Eprintsev and Gataullina, 2018; Andrew et al., 2017). This result proved that lncRNA could enhance the drought tolerance of sugar beet by affecting photosynthetic carbon metabolism.

MiRNAs and lncRNAs are important transcripts in gene regulation, and lncRNAs may interact with miRNAs as precursors or target mimics (Qiu et al., 2019). Chen et al. (2016) identified 9 intergenic lncRNAs as precursors of 11 known miRNAs in poplar under nitrogen deficiency. Deng et al. (2018) speculated that lnc_973 and lnc_253 regulate the expression of ghr-miR399 and ghr-156e in *Gossypium hirsutum* as a target mimic under salt stress. In the present study, 42 DElncRNAs were predicted as target mimics of several miRNAs (**Supplementary Table S9**), suggesting that lncRNAs were also important for miRNA-mediated regulation under drought stress.

Researchers discovered that lncRNA can function as ceRNA to inhibit miRNA function and compete with other miRNA targets (Salmena et al., 2011). There have been no studies on ceRNA in sugar beets so far. We created a ceRNA network for sugar beet in response to drought stress for the first time using transcriptome sequencing data (**Figure 8**). *BVRB_8g197060* was identified as a protein phosphatase 2C and cyclic nucleotide-binding/kinase domain-containing protein in our network, while *BVRB_6g136050* was identified as a splicing factor-like protein 1. These drought-responsive genes, along with several DElncRNAs, formed a ceRNA network that was targeted by miRNAs such as ath-miR159c and ath-miR157d (**Figure 8**). According to the report of Kobi et al. (2010), *SGN-U567133* represents a novel class of miR159 targets in plants, raising the possibility that post-transcriptional regulation by Sl-miR159 is required for normal tomato development. The expression of potato GAMyb-like genes, which are responsible for drought stress, was negatively regulated by Stu-miR159s (Yang et al., 2014). Growth and development are inhibited in drought-stressed plants (Quiroga et al., 2020). MiR157 was associated with the development in some sorts of plants (Zhou et al., 2021). These findings suggested that lncRNAs may regulate growth, development, and stress tolerance of sugar beet under drought conditions by sponging ath-miR159c and ath-mi157d.

To our knowledge, the current work is the first to report the systemic retrieval, characterization and analysis of lncRNAs isolated from drought-challenged sugar beet plants using high-throughput sequencing. From the results of the present study, we conclude that lncRNAs play important roles on sugar beet adaptation to drought conditions through the interaction with protein-encoding genes. Our findings provide newfound information regarding the potential role of lncRNAs in response to drought stress, further research is required to elucidate the molecular mechanisms of significantly dysregulated lncRNAs.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE205413.

## Author contributions

CZo: Investigation, writing, review and editing. ZG, SZ, and JC: Investigation. CZh: Conceptualization, Writing - review & editing. HH: Investigation. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Genome-wide analysis of long non-coding RNAs in sugar beet (Beta vulgaris L.) under drought stress
**Source:** Front Plant Sci. 2023 Feb 14;14:1118011. doi: 10.3389/fpls.2023.1118011
**Supplement:** Supplementary file 1

**(1)** **Primer sequences of housekeeping gene**

Actin-F AATGTTCCCTGGTATTGCTGAC

Actin-R CACTTTCTGTGGACGATTGATG

**(2) Primer sequences of objective lncRNAs**

TCONS_00025138-F 5' TCATCAATCTTATCAATGTAATCCC 3' 57.5

TCONS_00025138-R 5' CACTTAATGATATTTGTGACGATGA 3' 57.0 97bp

TCONS_00078442-F 5' CATCTATTGCTAACACCCACGA 3' 58.1

TCONS_00078442-R 5' CTGCCAGAACCTCTTTCACTTT 3' 58.2 249bp

TCONS_00068434-F 5' GACTTGTTTGGGTTGCTGGA 3' 58.2

TCONS_00068434-R 5' AGATTCTACAGAAAATTCGGCAG 3' 57.8 119bp

TCONS_00030892-F 5' AAAAGGAATACGGAGTTTGTCG 3' 58.3

TCONS_00030892-R 5' GCTCAGTGGTAGGTGTTGGG 3' 57.6 251bp

TCONS_00049699-F 5' AACGAAAGAGGGACAAAGAGC 3' 58.0

TCONS_00049699-R 5' ACATCTGAAATCATCACGGAAAT 3' 58.0 130bp

TCONS_00110624-F 5' GCCATTATAAGTAAGTTCTAAGGGG 3' 58.1

TCONS_00110624-R 5' AACACATCCTACACACCTATTAACG 3' 57.7 92bp

TCONS_00025136-F 5' TATCCCACATCTTGCCTTTCA 3' 58.1

TCONS_00025136-R 5' GGCCACTATATTTTGACAACACTAC 3' 57.5 184bp

TCONS_00045655-F 5' TCTTGTTTGATTCGCCCAGT 3' 58.0

TCONS_00045655-R 5' TATATCTCGGATTTAGACATGCTTG 3' 58.2 191bp

TCONS_00020934-F 5' GTTTACCGCATCCAAAGTCC 3' 57.2

TCONS_00020934-R 5' CCTACGAGAGTTGTGAGTATGGTT 3' 57.4 113bp

**(3) Primer sequences of partial target genes**

BVRB_6g136190-F 5' CCACTAATCTCAAATACACAAGCAC 3' 58.2

BVRB_6g136190-R 5' TTTCTTCACCAAATGAGGGATAA 3' 58.6 157bp

BVRB_009610-F 5' CAATCAGCCTACACTAACAAACCT 3' 57.8

BVRB_009610-R 5' CAGTTACCTCTGCCTGTCTCTTC 3' 57.7 232bp

BVRB_6g136680-F 5' GCCTACCGTTCAGGAGATGC 3' 59.6

BVRB_6g136680-R 5' GTCCTGATTACTACGGATGGTTTTA 3' 59.2 117bp

BVRB_6g127660-F 5' GCACCTCACTGACTACCCTACAC 3' 58.1

BVRB_6g127660-R 5' TGAAAGCGAAGTTCTACGAGTG 3' 57.8 148bp

BVRB_5g118060-F 5' AACTTGGTTCGCTTCCCG 3' 58.3

BVRB_5g118060-R 5' CTTCCGATCATCAACTCAGTCA 3' 57.5 138bp

BVRB_9g204220-F 5' GCAGAGAAGGATGCAGAGGAC 3' 58.8

BVRB_9g204220-R 5' GCAGCAACAGTGCCCAAG 3' 57.8 158bp

BVRB_3g057080-F 5' TTCAAATGGCAATAATAAGCAAG 3' 57.6

BVRB_3g057080-R 5' CAAACTAACAAGGGAAGAACTAAGA 3' 57.0 259bp

BVRB_5g099960-F 5' ATTGCTACCGATAGTGATGGAGA 3' 58.4

BVRB_5g099960-R 5' CTCTATCCAACAAATCAGGAATCA 3' 58.2 199bp

BVRB_2g026490-F 5' GTTCAAGTAGCCCAAGCCC 3' 57.1

BVRB_2g026490-R 5' TATCAATCCGAAACAACGCTC 3' 58.0 222bp

How the deposited data were processed for this re-analysis (not part of the article)

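Leaf RNA of 3 well-watered (CK) and 3 drought-stressed (DR) libraries of sugar beet was measured by strand-specific RNA-seq, with 1 table of transcripts for all 6 libraries. The deposited values are FPKM, which the authors computed with StringTie, version 1.3.3b in the submitters' processing notes, after alignment with HISAT2 to RefBeet-1.2.2. The authors called lncRNAs with CPC, CNCI and PFAM. The paper names DESeq for its test and the submitters' notes name edgeR. Transcript class and coordinates were taken from the same table, and length and GC content from the deposited transcript sequences.

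The design, the alternatives and the rule for naming genes were set before the data were examined, with 1 test for counts and 1 for FPKM, and the test for FPKM was used because the table holds FPKM. Transcripts with at least 0.1 FPKM in at least 3 of the 6 libraries were fitted with limma (lmFit and eBayes with a trend) on log2(FPKM + 0.1), without covariates, and p-values were adjusted by Benjamini-Hochberg within lncRNAs (15449), mRNA transcripts (19372) or genes (17987), with a threshold of 0.05. Gene values are sums over the mRNA transcripts of a gene. The 15 gene lists are KEGG pathway cells of the paper's Tables S7 and S8 that are complete, and for 6 pathways (carbon fixation, photosynthesis, starch and sucrose, phenylpropanoid, plant-pathogen interaction and glutathione) these are the cis targets alone. Lists by product name were not run, since no table used here pairs the gene IDs with product names. The lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, adjusted over the lists. Pairs of a lncRNA and a protein-coding gene within 100 kb were scored by the sign of their fold changes against all rotations of the fold changes over the lncRNAs in genomic order, since fewer distinct rotations exist than the number planned.

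Named lncRNAs are those the paper names in its text or Fig. 8, whose values in its Table S2 had been seen, and the 5 largest rises and 5 largest falls among lncRNAs past the threshold with a mean of at least 1 FPKM in the higher group and no overlap between groups. Named genes are those the paper names, the 10 largest rises and 10 largest falls by the same rule, and up to 4 members of each list with the smallest p. Of the genes named for the size of their change alone, only 2 rises and 2 falls are printed outside the lists. The other named lncRNAs and genes are in the tables.

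The table gives no counts. The smallest steps of the values imply 28800000, 32600000 and 30200000 fragments in CK1 to CK3 and 32900000, 25600000 and 28500000 in DR1 to DR3. Only 21.4% to 34.6% of low values came out as whole fragments within 0.02, so counts could not be recovered and no count test was run. The most abundant transcript took 14.2% to 19.6% of the fragments in the table. Detected lncRNAs numbered 18211, 18158 and 18249 in CK1 to CK3 and 21601, 23209 and 18977 in DR1 to DR3.

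The fits were tested on simulated data with 50 transcripts changed at each fold. For lncRNAs (12789 tested), 0%, 4%, 32% and 40% of those changed 2-fold, 4-fold, 16-fold and 64-fold were found, with 2 false calls among 40. For mRNA transcripts (18666 tested) the shares were 6%, 40%, 76% and 92% with 3 false calls among 110, and for genes (17425 tested) 8%, 48%, 68% and 86% with 6 false calls among 111. Only 200 members of each set were changed, noise was drawn independently for each, and changed members that failed the filter counted as not found. These shares and false calls therefore do not measure power or error in the real data. The rotation test (one-sided permutation) gave p = 0.933 for random signs and p = 0.00559 for signs copied from the nearest gene.

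The alternatives were other pseudocounts, filters, thresholds and scalings, the replicate number as a block, a robust variance estimate and leaving out each library. The paper's Tables S3, S4, S5, S6 and S9 are held in part (1999 of 2532, 1540 of 9041, 1999 of 2850, 1722 of 4074 and 1999 of 2410 entries) and were not analysed here. Small RNA, physiological and qRT-PCR values were also not analysed here. The work used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.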

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

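The tests of deeper sequencing and of a shared drought response for DR2 were chosen only after the result was seen.

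Of the 179 lncRNAs past the threshold, 33 are not among those the paper lists in Table S2, and they were picked out because the paper does not report on them. Under drought 24 of them rose and 9 fell, with log2 fold changes of 1.88 to 3.67 in size.

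DR2 alone held 5225 lncRNAs listed at 0 in the other 5 libraries, 13 times the median number seen in 1 of those libraries alone. Deeper sequencing is argued against, since DR2 had 0.846 times the median number of implied fragments of the others. Of the lncRNAs of DR alone, 18.7% (95% Wilson interval 17.8% to 19.5%) were seen in 2 or 3 DR libraries, which decides nothing on a drought response shared by the DR libraries, since those of DR2 alone make up 63.5% of them. Genomic DNA in the DR2 library is left open. mRNA transcripts seen in 1 library alone were 3.13 times as many in DR2 as in the others, which does not decide it. The lncRNAs of DR2 alone were 99.2% without introns, a higher share than the 86.1% to 93.1% of those seen in another library alone. Most of the latter lacked introns too, so this share does not decide the question either. Antisense ones made up 3.33% of the lncRNAs of DR2 alone, against 16.6% to 24.5% in the other libraries. DR2 also had the lowest mapped share in the paper (65.95%, against 70.54% to 75.17%), and the paper treated its RNA with DNase I. A biological difference among the plants of DR2 was not tested.

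DR1 stood above DR2 and DR3 for lncRNAs by 0.56 (median, log2) and for mRNA transcripts by 0.11. GC content and length are argued against as the whole cause, since in 5 classes of GC content the lncRNAs stood a median of 0.38 further up than mRNA transcripts, and in 5 classes of length 0.56 further. In 5 classes of expression level the difference was 0.25, which leaves a part played by low expression open. The state of the DR1 plants was not tested.

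Of the 386 lncRNAs of Table S2, 58 were listed at 0 in a library of their higher group while another reached 1 FPKM, and these entered the test of whether their fragments may have gone to an overlapping transcript in that library. At 8 of these 58 loci (13.8%, exact 95% interval 6.15% to 25.4%) the fragments summed over all overlapping transcripts stayed within 4 times of the highest library. In that highest library the lncRNA itself held from 2.85% (TCONS_00015863) to 94.5% (TCONS_00042330) of the fragments of these 8 loci. Where its share was small, the sum would stay in range whatever became of the lncRNA, so such loci decide nothing. At the other loci the transcripts in the table did not hold the sum within that range. Only 28 of the 58 have an overlapping transcript in the table. Assembled transcripts left out of the table are not seen, so the question cannot be settled there. No biological explanation was tested.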

How the results depend on the processing

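The pseudocount of 0.5 fragments, the fits with DR3 as the lone DR library, the counts of detected lncRNAs and of cis pairs with 1 library left out and the splits of the libraries were chosen after seeing the data. The lncRNA count of 179 was 539 at an unadjusted p under 0.05 with a log2 fold change of at least 2 in size, 321 with lncRNAs and mRNAs adjusted together, 94 with a pseudocount of 0.01 FPKM, 528 without the filter and 79 to 170 without 1 library. Of the 179, 136 stayed past the threshold with a pseudocount of 1 FPKM, 166 with rescaled libraries and 74 to 130 without 1 library. The mRNA count of 1819 was 741 with a log2 fold change of at least 2 in size, 976 at an unadjusted p with that size and 633 to 1920 without 1 library, and the gene count of 1882 was 699 to 2055. With DR3 as the lone DR library, assumed to vary like CK, 0 lncRNAs (1135 at an unadjusted p under 0.05 from limma), 62 mRNA transcripts and 77 genes passed. Without DR1 the mRNA and gene counts rose, and without each of the other libraries they fell. Each of these fits has fewer replicates and less power, so a lower count alone does not show reliance on the library left out. The cause of these changes was not tested.

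With the replicate number as a block, 177 lncRNAs, 747 mRNA transcripts and 787 genes passed, as did 5 of the 9 qRT-PCR targets, the carbon fixation list (median -0.43, adjusted p = 0.0416) and the alpha-linolenic acid list (median -0.23, adjusted p = 0.0394), both at the preset correlation and neither with an estimated one (adjusted p = 0.484 and 0.394). No shared source behind the numbers is given in the sources used here. After the group means were subtracted, the deviations of same-numbered libraries correlated at -0.03, 0.11 and -0.07 for lncRNAs. For mRNA transcripts they correlated at -0.16, 0.18 and -0.26, and not every library correlated best with its own number.

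The lists of flavonoid biosynthesis, antenna proteins, zeatin biosynthesis, tyrosine metabolism and plant-pathogen interaction (cis targets) passed camera at the preset correlation in 15 of 15 alternatives. With an estimated correlation none of the 5 passed, with adjusted p of 0.241 to 0.422 and 0 of 15 alternatives past the threshold. The estimate was -0.0024 for zeatin biosynthesis, below the preset value, and 0.0625 to 0.681 for the others. A higher correlation therefore does not account for the loss of zeatin biosynthesis. With an estimated correlation, camera also tests on the few residual degrees of freedom of 6 libraries, so failing there is not a check of correlation alone. Carbon fixation also passed with a filter at 1 FPKM (median -1.33, adjusted p = 0.0445, range over the alternatives 0.0275 to 0.146), though with an estimated correlation it passed in 0 of 15 alternatives (adjusted p = 0.507 with that filter), and its median ran from -0.74 to -0.20 without 1 library. Medians that changed sign were those of glucosinolate biosynthesis (-0.18 with a filter at 1 FPKM), photosynthesis (-0.050 with rescaled libraries, -0.22 to 0.35 without 1 library), starch and sucrose metabolism (-0.081 with rescaled libraries, -0.19 to 0.20 without 1 library), linoleic acid metabolism (-0.57 to 0.043 without 1 library) and phenylpropanoid biosynthesis (-0.60 to 0.13 without 1 library, 0.33 with DR3 as the lone DR library). The log2 fold change of BVRB_8g197060 ran from -0.15 to 0.16 without 1 library and changed sign. Of the 9 qRT-PCR lncRNAs 4 to 7 passed without 1 library, and of their targets 5 to 7. The cause was not tested.

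lncRNAs found in both groups numbered 12463 at a group mean of 0.1 FPKM and 10076 when above 0 in all libraries. Those of CK alone were 4515 at that mean and 1485 to 3782 without 1 library, and those of DR alone 13323, 3719 when a group needs all 3 libraries above 0, and 2999 to 9979. The share between 1 and 10 FPKM was 11.9% among tested lncRNAs. Same-sign pairs of intergenic lncRNAs were 54.3% within 10 kb (one-sided permutation p = 0.25) and 47.3% to 53.6% without 1 library, and those of overlapping lncRNAs 55.9% (without DR1) and 66.0% (without CK3). The other fits left too few overlapping lncRNAs for their rotations to pass the threshold.

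Of 880 values of the 88 named transcripts and genes past the threshold, 712 stayed past it, 168 did not and 0 changed direction. These 88 were counted because they passed the main fit on the same libraries, so their unchanged directions say little. Of 300 values of 30 named transcripts and genes not past the threshold, 15 passed it and 2 changed direction. The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05, and 1 of the 10, the real one, gave the largest result each time, with 179 lncRNAs (highest other 28), 1819 mRNA transcripts (3), 1882 genes (2) and 5 gene lists (3). edgeR and DESeq2 were not run, since the table holds no counts.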

Differences from the paper's values

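The paper gives 8224 lncRNAs in CK alone and 1895 in DR alone, and the values here are 1894 in CK alone and 8224 in DR alone. No alternative set before the data were examined brings either within the paper's value, neither a group mean of at least 0.1 FPKM (4515 and 13323) nor an FPKM above 0 in all 3 libraries (2502 and 3719). Fig. 2F prints the larger number for DR, which matches the value here.

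The paper gives 386 DElncRNAs, 170 up and 216 down, against 179, 68 up and 111 down here. The paper's text names a log2 fold change of at least 1 and its methods at least 2, both with p under 0.05. The paper's Table S2 gives each of the 386 an adjusted p under 0.05, with a smallest log2 fold change of 1.50 in size, so a count at an unadjusted p or at a log2 fold change of at least 2 has another threshold than the list. The total comes within 1.5 times of the paper's at an unadjusted p under 0.05 with a log2 fold change of at least 2 in size (539, 318 up and 221 down), with lncRNAs and mRNAs adjusted together (321, 152 up and 169 down) and without the filter (528, 302 up and 226 down). For the rises only the joint adjustment does so, and for the falls all 3 do. The other alternatives, set before the data were examined, do not, which are the adjusted thresholds with a log2 fold change of at least 1 (179) and 2 (177), pseudocounts of 1 (144) and 0.01 FPKM (94), a filter at 1 FPKM (138), rescaled libraries (182), the replicate number as a block (177), the robust variance (207) and the fits without 1 library (79 to 170).

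For mRNA transcripts the paper gives 640 up, against 995 here, while the totals (the paper's 1723 and 1819 here) and the falls (the paper's 1083 and 824 here) lie within 1.5 times of each other. The paper's methods add a log2 fold change of at least 2 at an adjusted p under 0.05, with which 344 rose and 397 fell here. The rises come within 1.5 times with a log2 fold change of at least 1 (790), at an unadjusted p under 0.05 with at least 2 (481), with lncRNAs and mRNAs adjusted together (722), pseudocounts of 1 (936) and 0.01 FPKM (926), no filter (853), a filter at 1 FPKM (927), rescaled libraries (722) and without CK3 (904). They do not with a log2 fold change of at least 2 (344), the block (367), the robust variance (990), sums per gene (1037) or without CK1 (375), CK2 (299), DR1 (1087), DR2 (384) or DR3 (401). With rescaled libraries 722 rose and 1021 fell, 1743 in total, and both numbers lie nearer to the paper's than those of the main fit. The joint adjustment gave the same 722 rises but 632 falls. Whether scaling accounts for the difference was not tested.

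The paper calls all 386 lncRNAs of Table S2. Here 267 of them passed the filter, all in the paper's direction, and 146 passed the threshold. Both rest on the same libraries, so the shared direction is not independent evidence. Of the 6 lncRNAs the paper ranks first, TCONS_00038334 passed here and the other 5 were not tested. All 6 passed without the filter, including TCONS_00055787, ranked first among rises, which was above 0 in DR2 alone. The paper states that most lncRNAs lie between 1 and 10 FPKM, and 5.94% did so here. It names TCONS_00068434 and TCONS_00049699 among the down- and up-regulated lncRNAs, and here their adjusted p from limma was 0.382 and 0.132, with the same direction. Both were among the lncRNAs whose qRT-PCR the paper reports to match its sequencing, and qRT-PCR values were not analysed here. TCONS_00068434 passed without CK3 and without the filter. TCONS_00049699 had an adjusted p from limma of 0.0587 with lncRNAs and mRNAs adjusted together and 0.198 without the filter. Both passed at an unadjusted p under 0.05 with a log2 fold change of at least 2 in size. Of the lncRNAs named for the flavonoid and carbon fixation genes, TCONS_00088109 and TCONS_00055970 were not tested and passed without the filter, and TCONS_00056083 and TCONS_00034128 were not tested and did not. The order of target genes in the paper's text differs from that of Fig. 4, which was used here.

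The paper calls the miRNA mimic lncRNAs and the lncRNAs and mRNAs of Fig. 8 differentially expressed. None of the 13 tested lncRNAs and none of the 8 tested genes passed here, and none of the lncRNAs is in the paper's Table S2. With rescaled libraries 1 of the 8 genes, BVRB_4g096680, passed. For photosynthesis, none of the 10 cis targets passed limma here (1 fell without DR1 and 1 without DR3). Of 16 genes of antenna proteins 3 fell (0 without CK1, DR2 or DR3, 1 without CK2, 3 without DR1 and 5 without CK3). Both genes that the paper names as fructose-1,6-bisphosphatase also fell, and they passed in 6 and 3 of 10 alternatives. These falls have the direction the paper proposes for carbon assimilation. Of the 9 measured cis targets of carbon fixation 1 fell and 1 rose (0 to 3 and 0 to 2 without 1 library), and none of the 3 malate dehydrogenase genes passed limma (2 with a positive log2 fold change and 1 with a negative one, and 1 of each at an unadjusted p under 0.05).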

Other observations

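The shares of cis pairs without 1 library and the fit with DR3 as the lone DR library were chosen only after the result was seen. Among pathway lists that the paper's results text does not discuss, those of plant-pathogen interaction, glutathione, starch and sucrose metabolism and phenylpropanoid biosynthesis hold cis targets alone, since 28 of 64, 28 of 52, 28 of 62 and 29 of 60 trans targets are legible and were not analysed here. Of the cis targets of plant-pathogen interaction, 5 of 19 measured genes fell under drought and none rose at an adjusted p under 0.05 from limma (5 and 2 when adjusted over the list alone, 7 of 19 with a positive log2 fold change, median -0.19, camera adjusted p = 0.00532, and 0.401 with an estimated correlation). Falls numbered 3 without CK1, CK2, DR1 or DR3 and 2 without DR2. Adjusted over the list alone, 3 to 6 fell and 0 to 2 rose without 1 library. BVRB_1g003250 of this list fell by 2.76 on the log2 scale (standard error 0.33, limma adjusted p = 0.00412). Of the cis targets of glutathione metabolism 3 of 11 fell and none rose (4 and 2 when adjusted over the list alone, median -0.59, camera adjusted p = 0.102, and past the threshold in 2 of 15 alternatives, with 0.0416 without CK2 and 0.032 with DR3 as the lone DR library, and in 0 with an estimated correlation), led by BVRB_5g114850, which fell by 4.05 (standard error 0.37, limma adjusted p = 0.00144). In this list 1 fell without CK1, CK3, DR2 or DR3 and 2 without CK2, and 1 rose without CK3 or DR1. In fits without 1 library, 3 to 5 fell and 0 to 2 rose when adjusted over the list alone. In alpha-linolenic acid metabolism 6 of 23 fell and 4 rose (7 and 5 when adjusted over the list alone, median -0.23, camera adjusted p = 0.0768, and past the threshold in 2 of 15 alternatives, with 0.0394 with the replicate number as a block and 0.0461 without CK2, and in 0 with an estimated correlation), and 11 of its genes are also on the linoleic list. There were 1, 4, 3 and 2 falls and 1, 1, 2 and 2 rises without CK1, CK2, DR2 and DR3. Leaving out 1 library gave, over the list alone, 6 to 8 falls and 4 to 5 rises.

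In circadian rhythm 3 of 20 measured genes rose and 1 fell (5 and 2 when adjusted over the list alone, median 0.43, camera adjusted p = 0.59), and BVRB_4g079320 rose by a log2 fold change of 1.90 (standard error 0.27, limma adjusted p = 0.00777). Without CK1, CK2 or DR3 1 gene rose, and none fell in any fit without 1 library, while over the list alone 3 to 6 rose and 1 to 3 fell in these fits. In RNA polymerase 1 of 27 rose and none fell (also 1 when adjusted over the list alone, median 0.48, camera adjusted p = 0.153). None rose without CK1, CK2, DR2 or DR3, and 1 fell without DR1, while over the list alone 1 rose and 1 fell without DR1 and none without the others. Of the cis targets of starch and sucrose metabolism 2 of 18 fell and none rose (3 and 1 when adjusted over the list alone, camera adjusted p = 0.201), with a median of 0.06, a mean of -0.28 and a set test that pointed down. Falls numbered 1 without CK1, CK2 or DR2. Adjusted over the list alone, 2 to 3 fell and 0 to 3 rose without 1 library. Of the cis targets of phenylpropanoid biosynthesis 1 of 10 fell and none rose (2 and 2 when adjusted over the list alone, median -0.25, camera adjusted p = 0.162). Without CK3 2 genes fell. In fits without 1 library, 1 to 2 fell and 0 to 2 rose when adjusted over the list alone. These lists hold targets of lncRNAs the study called on the same libraries and are not independent evidence.

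A hypothesis, taken from the paper's use of neighbouring genes, was that lncRNAs and genes within 100 kb move together under drought. Of 806 pairs, 58.9% shared their sign (one-sided permutation p = 0.00559, the smallest that 178 rotations can give), and without 1 library the share ran from 54% to 62.2% (p = 0.00588 to 0.0127). For the 386 lncRNAs of Table S2 the share was 54.1% of 2364 pairs (one-sided permutation p = 0.00259). Intergenic lncRNAs gave 52.6% of 449 pairs (one-sided permutation p = 0.0357), 52.8% of 1272 pairs for those of Table S2 (one-sided permutation p = 0.0114) and 54.3% of 46 pairs within 10 kb (one-sided permutation p = 0.25), and without 1 library 47.3% to 53.6% (p = 0.00787 to 0.111). Shared reads could add to the share where a lncRNA overlaps its gene, which was not tested, and the result does not show that a lncRNA acts on its neighbour.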
